# The Tip60/Ep400 chromatin remodeling complex impacts basic cellular functions in cranial neural crest-derived tissue during early orofacial development

**DOI:** 10.1038/s41368-023-00222-7

**Published:** 2023-04-06

**Authors:** Sebastian Gehlen-Breitbach, Theresa Schmid, Franziska Fröb, Gabriele Rodrian, Matthias Weider, Michael Wegner, Lina Gölz

**Keywords:** Genetics research, Molecular medicine, Cell lineage

## Abstract

The cranial neural crest plays a fundamental role in orofacial development and morphogenesis. Accordingly, mutations with impact on the cranial neural crest and its development lead to orofacial malformations such as cleft lip and palate. As a pluripotent and dynamic cell population, the cranial neural crest undergoes vast transcriptional and epigenomic alterations throughout the formation of facial structures pointing to an essential role of factors regulating chromatin state or transcription levels. Using CRISPR/Cas9-guided genome editing and conditional mutagenesis in the mouse, we here show that inactivation of Kat5 or Ep400 as the two essential enzymatic subunits of the Tip60/Ep400 chromatin remodeling complex severely affects carbohydrate and amino acid metabolism in cranial neural crest cells. The resulting decrease in protein synthesis, proliferation and survival leads to a drastic reduction of cranial neural crest cells early in fetal development and a loss of most facial structures in the absence of either protein. Following heterozygous loss of Kat5 in neural crest cells palatogenesis was impaired. These findings point to a decisive role of the Tip60/Ep400 chromatin remodeling complex in facial morphogenesis and lead us to conclude that the orofacial clefting observed in patients with heterozygous KAT5 missense mutations is at least in part due to disturbances in the cranial neural crest.

## Introduction

Clefts of the lip and palate, jointly referred to as orofacial clefts, rank among the most prevalent human birth defects with a frequency of 1:700.^1,2^ They occur in syndromic or non-syndromic forms.^2,3^ Both genetic alterations and environmental factors contribute to their emergence.^1,4,5^ Considering that proper orofacial development mainly depends on the ectodermal epithelium, the cranial neural crest-derived facial mesenchyme and the reciprocal interaction between both tissues, primary defects can be localized either to the ectodermal or the neural crest-derived tissue. It may affect any of a number of processes including precursor cell expansion, migration, differentiation, directional growth or fusion processes.^6–9^

All of these processes are under tight control of a cell-specific gene regulatory network that consists of transcription factors, regulatory RNAs and chromatin modifying factors and is regulated by several signaling pathways in a tightly controlled temporospatial pattern. Among network components, chromatin modifying factors are particularly interesting, as they are both sensitive to genetic alterations and environmental factors. Previous studies have for instance pointed to important roles for components of the BAF and PBAF complexes and the Chd7 chromatin remodeler in orofacial development.^10–12^

A recent study identified several de novo missense mutations in the chromodomain and the acetyl-CoA binding site of the histone acetyltransferase KAT5/TIP60 (henceforth referred to as KAT5) as cause for a syndromic form of orofacial clefting.^13^ The presence of other facial dysmorphisms points to a broader role of KAT5 in the neural crest-derived mesenchyme. In addition, KAT5 has also been reported to be a quantitative trait locus and risk factor for non-syndromic forms of orofacial clefting because of the presence of single nucleotide polymorphisms in the vicinity of the gene.^14^

Kat5 is a transcriptional co-activator that functions as part of the Tip60/Ep400 chromatin remodeling complex.^15,16^ In this complex, Kat5 is responsible for acetylation of histones H2A and H4, whereas the Swi/Snf-type ATPase Ep400 catalyzes exchange of the acetylated H2A against the H2A.Z isoform that exhibits a preferential association with promoter regions and impacts gene expression. As other histone acetyltransferases, Kat5 may acetylate further proteins and have additional functions outside the Tip60/Ep400 complex.^17^ In agreement with their highly conserved function as chromatin modifiers, both Kat5 and Ep400 show a high degree of similarity between human and mouse with amino acid identities of 99% for Kat5 and 84% for Ep400.

Given the causal link with both syndromic and non-syndromic forms of orofacial clefts, we here decided to study the molecular function of Kat5 in the cranial neural crest and the facial mesenchyme. For conclusions about the Tip60/Ep400 complex, we extended our study to Ep400, the other central subunit of the complex.

## Results

### Kat5-dependent alterations of gene expression in a cranial neural crest cell line

To study the role of Kat5 in cells of the cranial neural crest, we first resorted to mouse O9-1 cells as a suitable and well characterized cellular model.^18^ In these cells, we used CRISPR/Cas9-dependent genome editing to inactivate the *Kat5* gene by targeting position 669 of the coding sequence in exon 8 (Fig. 1a). 

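In the GRCm38 assembly, which is the mm10 build that the paper names, the *Kat5* gene (ENSMUSG00000024926) lies on the minus strand of chromosome 19 from 5603014 to 5610237. The guide sequence CCGGGTGACAATGTCGTCG has its exact match on the strand opposite to the coding sequence, at positions 5607872 to 5607890, and is followed there by TGG as protospacer adjacent motif. A Cas9 break 3 bases from this motif follows base 668 of the coding sequence. Among the annotated transcripts, those of 1 gene contain the guide sequence.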

Position 669 is localized in the first common exon of *Kat5* immediately in front of the sequences coding for the MYST type HAT domain (Supplementary Fig. 1a). 

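The exon with the target site spans positions 5607716 to 5607964 of chromosome 19 and has 249 bases. It is exon 8 of 14 in the transcript on which the coding positions were counted. The annotation numbers it as exon 8 of 15, 7 of 13, 6 of 12 and 2 of 4 in the other coding transcripts with the site, and in the last of these it starts at 5607955 in the direction of transcription. On the coding strand, the reference sequence of the 80 bases around the site, between positions 5607848 and 5607927, reads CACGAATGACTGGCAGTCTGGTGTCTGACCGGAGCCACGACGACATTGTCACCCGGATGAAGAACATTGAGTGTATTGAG.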

According to Inference of CRISPR Edits (ICE) analysis, we succeeded in obtaining three independent clones that carried insertions or deletions in all four *Kat5* alleles of the tetraploid O9-1 cells (Supplementary Fig. 1b). These are predicted to lead to frameshifts and immediately ensuing premature translational termination (Supplementary Fig. 1b). Quantitative RT-PCR confirmed a drastic reduction of *Kat5* transcripts in all clones (Fig. 1b). In agreement, Kat5 protein was not detectable in any of the clones by immunocytochemical staining or by Western blotting of whole cell extracts (Fig. 1c, d; Supplementary Fig. 1c, d).

**Fig. 1:**
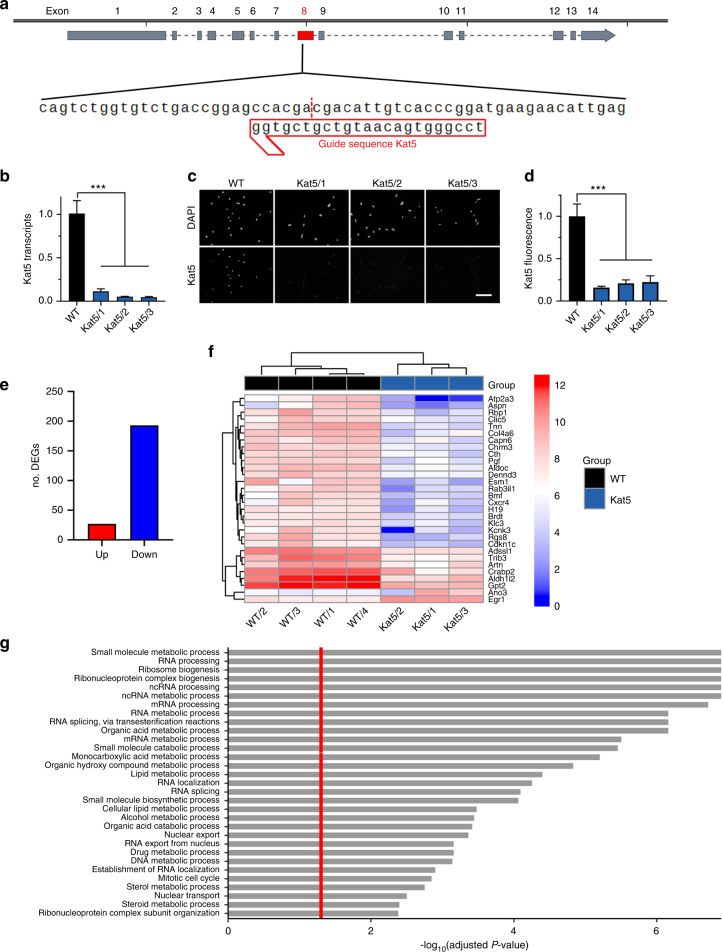
CRISPR/Cas9-dependent Kat5 inactivation in O9-1 cells. **a** Schematic representation of the *Kat5* gene with zoom-in on guide sequence and adjacent regions in the targeted exon 8 (red box). **b** *Kat5* transcript levels in wildtype O9-1 cells (WT) and gene-edited clones Kat5/1 – Kat5/3 as determined by RT-PCR (*n* = 3). Levels in wildtype cells were set to 1 ± SEM. **c**, **d** Immunocytochemical detection of Kat5 protein in wildtype O9-1 cells (WT) and gene-edited clones (**c**), used for quantification (*n* = 3) of Kat5 levels (**d**). Nuclei were counterstained with DAPI. Scale bar: 150 µm. **e**–**g** Summary of the consequences of Kat5 inactivation in O9-1 cells as determined by RNA sequencing of gene-edited clones (*n* = 3) and wildtype cells (*n* = 4). Shown are the number of up-regulated (red) and down-regulated (blue) genes upon Kat5 inactivation (log2-fold ≥ 1, *P* value ≤ 0.05) (**e**), a bi-clustering heatmap for visualization of the expression profile of the top 30 differentially expressed genes sorted and plotted by their (absolute) log2 transformed expression values in the samples (**f**), and a gene set enrichment analysis of preranked genes to identify cellular processes and structures affected by Kat5 inactivation (**g**). Statistical significance was determined by one-way ANOVA and Dunnett’s post test (***P ≤ 0.001)

Using total RNA from the Kat5-deficient clones and O9-1 controls, we performed RNA sequencing studies. 

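Polyadenylated RNA from 4 biologically independent samples of wildtype O9-1 cells, a mouse cell line derived from the cranial neural crest, and from the 3 Kat5 ko clones was sequenced. The authors deposited the number of reads counted on each of 43346 genes and, for each knockout, a table of normalized counts. In the table for Kat5, each value was the raw count divided by DESeq2's size factor of its library, and 15803 genes with a mean of at least 2 counts were listed, without 267 further genes above that mean. Between 30968945 and 44776201 reads per wildtype library were counted on genes, with a median of 36115692 (n = 4), and between 32709984 and 48301792 reads per Kat5 ko library, with a median of 36243508 (n = 3).

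From the raw counts, genes with sufficient counts were kept by edgeR's filterByExpr, libraries were normalized by TMM and 13434 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. DEGs had an absolute log2-fold change of at least 1, an adjusted p of at most 0.05 and a mean normalized count over 100 in at least 1 of the groups. *Kat5* itself had 2028 ± 156 normalized counts (SD, n = 4) in wildtype cells and 770 ± 144 (SD, n = 3) in the Kat5 ko clones, a log2-fold change of −1.40 (standard error 0.17, adjusted p = 0.0207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Clones Kat5/1, Kat5/2 and Kat5/3 had 857, 603 and 849 normalized counts, or 42.3%, 29.7% and 41.9% of the wildtype mean, all below the range of the wildtype libraries from 1833 to 2175. With 1 library left out at a time, the log2-fold change of *Kat5* stayed between −1.47 and −1.24. Its adjusted p was above 0.05 without wildtype library 1 (log2-fold change −1.37), wildtype library 4 (−1.36) or clone Kat5/3 (−1.47), and with the replicate number as a block (−1.39). The genes of chromosome 19, on which *Kat5* lies, were shifted together in clone Kat5/3, by a median of −0.28 on the log2 scale. *Ep400* (ENSMUSG00000029505) had 6687 ± 1562 normalized counts (SD, n = 3) in the Kat5 ko clones and 6013 ± 159 (SD, n = 4) in wildtype cells, a log2-fold change of 0.15 (standard error 0.16, adjusted p = 0.616 from edgeR's quasi-likelihood test) that was −0.043 without clone Kat5/2.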

Kat5-deficient clones and controls clustered separately in PCA plots (Supplementary Fig. 1e). 

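Principal components were computed on log2 CPM, with a prior count of 2, of the 500 genes with the largest variance. PC1 held 45.8% and PC2 27.1% of the variance. On PC1, the wildtype libraries lay between −24.5 and −9.79, clone Kat5/1 at −5.98, clone Kat5/3 at 23.0 and clone Kat5/2 at 59.8. On PC2, clone Kat5/1 lay apart from all other libraries at 45.9. Over the same genes, the mean distance between a wildtype library and a clone was 71.2, against 36.3 between wildtype libraries and 73.9 between Kat5 ko clones. The mean distance between groups exceeded that within groups by 22.3, which 1 of the 35 splits of the 7 libraries reached (exact permutation test, one-sided, p = 0.0286, the smallest p that 4 libraries against 3 allow). DESeq2's variance stabilizing transformation moved this difference most, to 8.87. It was 11.8 without wildtype library 1, 11.9 without wildtype library 4 and 34.9 without clone Kat5/1.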

In total, we obtained 230 significantly deregulated genes (DEGs), of which 37 were upregulated and 193 were downregulated (absolute value of log2-fold ≥ 1, *p* value ≤ 0.05) in the Kat5 knockout (ko) clones (Fig. 1e). 

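Between the Kat5 ko clones and wildtype cells, 64 genes were DEGs, 15 of them with higher and 49 with lower counts in the clones. Regardless of the size of the change, 84 genes had an adjusted p of at most 0.05, and 628 genes met the other thresholds at an unadjusted p of at most 0.05. Among the alternatives with all libraries, the number of DEGs was highest with DESeq2, adjusted p and no limit on the mean count, at 678, and lowest with the replicate number as a block, at 0, with 608 genes at an unadjusted p. Single libraries decided it as well. It was 1 without wildtype library 1 or wildtype library 4, 53 without wildtype library 2, 30 without wildtype library 3, 885 without clone Kat5/1, 32 without clone Kat5/2 and 4 without clone Kat5/3.

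Among the DEGs with all clones outside the wildtype range, the largest decreases were those of *Lrrc17*, *Atp2a3* and *Rgs8*. *Lrrc17* (ENSMUSG00000039883, chromosome 5 from 21543559 to 21575904, overlapped by *Fbxl13* on the opposite strand) fell from 501 ± 383 normalized counts (SD, n = 4) to 1.08 ± 1.87 (SD, n = 3), with an adjusted p of 0.0338 from edgeR's quasi-likelihood test. *Atp2a3* (ENSMUSG00000020788, chromosome 11 from 72961169 to 72993044) fell from 335 ± 261 to 2.29 ± 3.29 normalized counts, with an adjusted p of 0.0493 from the same edgeR test. For *Rgs8* (ENSMUSG00000042671, chromosome 1 from 153653025 to 153700323, whose genes were shifted by a median of −0.27 in clone Kat5/1), the log2-fold change was −5.14 (standard error 0.82, adjusted p = 0.045 from edgeR). The largest increases were those of *Edn1* with a log2-fold change of 2.90 (standard error 0.45), *Ctgf* with 2.83 (standard error 0.45) and *Egr1* with 2.59 (standard error 0.22), at adjusted p of 0.0445, 0.045 and 0.00819 from edgeR. *Egr1* (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984) rose from 182 ± 43.2 to 1099 ± 143 normalized counts, on a chromosome whose genes were shifted by a median of 0.34 in clone Kat5/1 and 0.28 in clone Kat5/3. With 1 library left out at a time, *Egr1* stayed past the threshold in 5 of 7 fits, *Lrrc17* in 3, *Atp2a3* and *Rgs8* in 2, and *Edn1* and *Ctgf* in 1. The direction of these genes was the same in all 7 fits, and their log2-fold changes without wildtype library 1 were 2.60, −8.17, −6.87, −5.37, 2.85 and 2.87 in that order.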

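Of the 30 genes shown in Fig. 1f, 28 had lower and 2 had higher counts in the Kat5 ko clones than in wildtype cells. Their median log2-fold change was −3.40, and the medians in clones Kat5/1, Kat5/2 and Kat5/3 were −3.09, −3.72 and −3.62. All clones lay below the wildtype range for 27 of the genes and above it for 1, against 2.86% of genes that chance gives in each direction. Adjusted over all genes tested, 14 of the genes had an adjusted p of at most 0.05 in edgeR's quasi-likelihood test, and adjusted over the list alone all 30 did. The study chose the list on these samples, so that neither the counts outside the wildtype range nor the count adjusted over the list is independent evidence. The mean log2 level of the list, relative to the wildtype mean, was between −0.61 and 0.24 in the wildtype libraries and −2.94, −3.62 and −3.26 in the clones. For the genes with the largest changes of the list, *Atp2a3* and *Aspn*, the adjusted p of *Aspn* was 0.0696 from edgeR at a log2-fold change of −5.92 (standard error 1.26), and *Aspn*, which *Cenpp* overlaps on the opposite strand, was past the threshold only without wildtype library 2 (−6.30).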

Heatmaps of the 30 most strongly deregulated genes confirmed concordance among the samples in the respective groups (Fig. 1f). The proportion of up- versus downregulated genes is in accord with the proposed role of Kat5 as a general activator. 

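Of the Kat5 DEGs, 76.6% were downregulated. At an unadjusted p of at most 0.05 the proportion was 73.6% of 628 genes, and with DESeq2 and adjusted p 73.5% of 506 genes. Among the alternatives that kept all libraries and gave DEGs, it was lowest without a filter on low counts, at 66.9%, and highest with limma on the deposited normalized counts, at 82.8%. Over all genes tested, the median log2-fold change was 3.2e-05, because the normalization sets the bulk of genes to no change. A change in the total amount of RNA per cell is therefore not visible in these counts. The paper relates this proportion to the proposed role of Kat5 as a general activator.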

Gene set enrichment analysis (GSEA) revealed that enriched sets were associated primarily with various aspects of the intermediate metabolism (e.g., small molecule biosynthesis/catabolism, organic hydroxyl compound, monocarboxylic acid and lipid metabolism), protein biosynthesis (e.g., ribosome biogenesis, RNA splicing, RNA nuclear export) and cellular proliferation (e.g., cell cycle, DNA replication, mitosis) (Fig. 1g). 

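The gene sets used in the paper's GSEA are not contained in the deposited data. In their place, 46 sets were tested with limma's camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the sets. Of these, 10 were gene lists of the paper's figures and 36 were gene lists by process or Reactome pathways. In the Kat5 ko clones, 27 sets had an adjusted p of at most 0.05 in camera, 15 of them lower and 12 higher than in wildtype cells. Among the 36 sets that do not come from the paper, 7 were lower and 12 were higher. Of the 27 sets, 13 were also past the threshold in limma's fry, 22 in preranked fgsea, and 0 in camera with the correlation estimated from the data, where 0 of the 46 sets were.

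In protein biosynthesis, ribosome biogenesis factors had a median log2-fold change of 0.72, with 2 of 60 genes lower and an adjusted p of 5.7e-17 from camera (0.0734 from fry). Their mean log2 level was 0.16, 1.02 and 0.82 in clones Kat5/1, Kat5/2 and Kat5/3, and between −0.089 and 0.083 in the wildtype libraries. Splicing factors had a median of 0.30 (7 of 54 genes lower, adjusted p = 3.7e-07 from camera and 0.0871 from fry). The Reactome pathway Transport of Mature Transcript to Cytoplasm had a median of 0.31 (2 of 27 genes lower, adjusted p = 0.000148 from camera and 0.151 from fry). Translation initiation factors had a median of 0.29 (10 of 39 genes lower, adjusted p = 0.00255 from camera and 0.316 from fry). In all of these sets the mean levels were larger in Kat5/2 and Kat5/3 than in Kat5/1, where the translation initiation factors had a median of −0.10. The Reactome pathway Translation had a median of −0.079 (88 of 143 genes lower, adjusted p = 0.892 from camera), which was −0.019 without wildtype library 2.

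Concerning cellular proliferation, the median log2-fold change was 0.33 for DNA replication genes (6 of 50 genes lower, adjusted p = 2.6e-06 from camera and 0.18 from fry) and 0.23 for mitosis genes (6 of 50 lower, adjusted p = 8.7e-05 from camera and 0.0233 from fry). For the Reactome pathway Cell Cycle, Mitotic it was 0.16 (104 of 381 genes lower, adjusted p = 4.2e-05 from camera and 0.157 from fry). Without clone Kat5/2, the median of the DNA replication genes was 0.17. In its assays, the paper found less proliferation in the Kat5 ko clones than in wildtype cells, so that these RNA levels do not stand for faster growth.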

KEGG clustering of downregulated genes by process confirmed the strong alterations in gene sets associated to carbohydrate, lipid and amino acid metabolism and revealed links to several signaling pathways (Supplementary Fig. 1f).

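Among the metabolic sets that do not come from the paper's figures, the largest decrease in the Kat5 ko clones was that of 25 cholesterol biosynthesis genes, with a median log2-fold change of −0.97, 24 genes lower and an adjusted p of 6.3e-09 from camera (0.0461 from fry). Their medians in clones Kat5/1, Kat5/2 and Kat5/3 were −0.76, −0.79 and −1.04. For the Reactome pathway Cholesterol biosynthesis, which shares genes with this list, the median was −0.81 (19 of 22 genes lower, adjusted p = 6.9e-06 from camera and 0.0515 from fry). Fatty acid biosynthesis genes had a median of −0.27 (12 of 15 lower, adjusted p = 0.00255 from camera and 0.0515 from fry), and their medians in the clones were −0.66, −0.46 and 0.035. The Reactome pathway Metabolism of lipids and lipoproteins had a median of −0.096 (207 of 350 genes lower, adjusted p = 0.0295 from camera and 0.0189 from fry).

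Genes for the synthesis of serine, proline and asparagine and for one-carbon metabolism had a median of −0.29 (13 of 22 lower, adjusted p = 0.0106 from camera and 0.0664 from fry). The medians of these genes in the clones were −0.86, 0.026 and −0.095. Their mean log2 levels were −1.04, −0.51 and −0.60, all below the range of the wildtype libraries from −0.13 to 0.086. For the Reactome pathway Metabolism of amino acids and derivatives, the median was −0.038 (71 of 136 lower, adjusted p = 0.283 from camera). It was 0.016 without wildtype library 2 and 0.039 without clone Kat5/1. The mean log2 level of this pathway was −0.27, −0.23 and −0.10 in clones Kat5/1, Kat5/2 and Kat5/3. These levels lay below the range of the wildtype libraries from −0.042 to 0.042. Glycolytic enzymes had a median of 0.016 (8 of 17 lower, adjusted p = 0.893 from camera). This median was −0.06 without wildtype library 3, −0.036 without clone Kat5/3, −0.0058 without wildtype library 4 and −0.034 when libraries were scaled by their size alone. The Reactome pathway Metabolism of carbohydrates had a median of −0.0077 (96 of 190 lower, adjusted p = 0.928 from camera), and the pathway of the citric acid cycle and respiratory electron transport −0.12 (90 of 128 lower, adjusted p = 0.017 from camera and 0.0664 from fry).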

### Ep400-dependent alterations of gene expression in a cranial neural crest cell line

To see how characteristic these alterations are for the Tip60/Ep400 complex in O9-1 cells, we next performed CRISPR/Cas9-dependent genome editing for the *Ep400* gene by targeting position 3201 of the coding sequence in exon 15 (Fig. 2a). 

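The *Ep400* gene lies on the minus strand of chromosome 5 from 110664373 to 110770717 of GRCm38. The guide sequence CTGGTTGGCCAAGCTATAC has its exact match on the coding strand at positions 110719181 to 110719199 and is followed by the protospacer adjacent motif CGG. The Cas9 break would follow base 3201 of the coding sequence, in an exon of 178 bases from 110719087 to 110719264. This exon is exon 15 of 52 in the transcript used for the coding positions, and exon 16 of 52 and 14 of 51 in the other coding transcripts with the site. The coding strand of the reference between positions 110719144 and 110719223, 80 bases in total, reads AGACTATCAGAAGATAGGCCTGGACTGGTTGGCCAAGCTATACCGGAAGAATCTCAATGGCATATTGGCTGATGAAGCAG. The annotated transcripts of 1 gene contain the guide sequence.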

Position 3201 is localized at the ATP binding site in the front part of the split ATPase domain of Ep400 (Supplementary Fig. 2a). We obtained one clone with insertions or deletions in all four *Ep400* alleles that led to frameshifts and premature translation termination (clone 1 in Supplementary Fig. 2b). A second clone contained a frameshift mutation in three alleles and a deletion of four amino acids in the remaining allele (clone 3 in Supplementary Fig. 2b). The third had a frameshift in one allele and a six amino acid deletion in the other three (clone 2 in Supplementary Fig. 2b). Amino acid deletions were all localized in the ATP binding site and should minimally lead to inactivation of Ep400. Quantitative RT-PCR again pointed to a drastic reduction of *Ep400* transcripts in all three clones (Fig. 2b). In addition, immunocytochemical stainings failed to detect Ep400 in all clones arguing for an absence of the protein (Fig. 2c, d). Clustering of samples was again evident from the PCA plot (Supplementary Fig. 2c). 

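RNA of the 3 Ep400 ko clones was sequenced together with that of the 4 wildtype samples with which the Kat5 ko clones were compared, so that both comparisons share their wildtype libraries. Between 32950540 and 41231337 reads per Ep400 ko library were counted on genes, with a median of 36853279 (n = 3). The deposited table of normalized counts for Ep400 listed 16309 genes, and 13836 genes were tested with the procedure and thresholds applied to the Kat5 ko clones.

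*Ep400* had 6023 ± 145 normalized counts (SD, n = 4) in wildtype cells and 2213 ± 131 (SD, n = 3) in the Ep400 ko clones, a log2-fold change of −1.44 (standard error 0.12, adjusted p = 0.0012 from edgeR's quasi-likelihood test). The clones Ep400/1, Ep400/2 and Ep400/3 had 2066, 2317 and 2255 normalized counts, which corresponded to 34.3%, 38.5% and 37.4% of the wildtype mean, with a wildtype range from 5923 to 6235. In the 7 fits that each left out 1 library, the log2-fold change of *Ep400* stayed past the threshold and between −1.50 and −1.40. *Kat5* had 2676 ± 283 normalized counts (SD, n = 3) in the Ep400 ko clones, a log2-fold change of 0.40 (standard error 0.13, adjusted p = 0.0768 from edgeR). The genes of chromosome 19, which carries *Kat5*, were shifted by a median of 0.27 in clone Ep400/1 and 0.25 in clone Ep400/2.

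Among the 500 most variable genes, PC1 held 68.3% and PC2 11.7% of the variance. The wildtype libraries lay between −38.5 and −28.4 on PC1, and the clones at 42.3, 39.6 and 48.8. The mean distance was 84.8 between wildtype libraries and clones, 36.1 between wildtype libraries and 51.1 between Ep400 ko clones. Distances between groups exceeded those within groups by 43.7 (exact permutation test, one-sided, p = 0.0286 from 35 splits, the smallest p possible), and by 50.0 without clone Ep400/2.

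**Figure D1:**
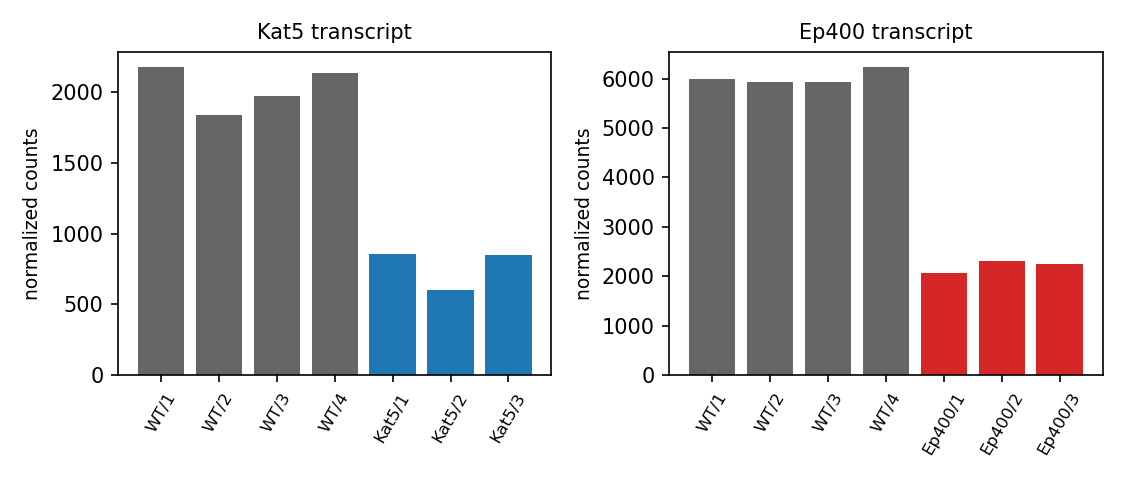
Normalized counts of *Kat5* and *Ep400* in each of the 10 libraries, as bars that start at 0. The Kat5 ko clones lie between 603 and 857 for *Kat5*, and the Ep400 ko clones between 2066 and 2317 for *Ep400*, below the 4 wildtype libraries.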

In case of Ep400, we obtained a total number of 733 DEGs, 492 of them up- and 281 downregulated (absolute value of log2-fold ≥ 1, *P* value ≤ 0.05) in the knockout clones (Fig. 2e). 

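In the Ep400 ko clones, 888 genes were DEGs, 570 of them up- and 318 downregulated. Irrespective of the size of the change, 1899 genes had an adjusted p of at most 0.05, the smallest being 0.00105 from edgeR's quasi-likelihood test, and 1276 genes met the remaining thresholds at an unadjusted p of at most 0.05. The alternative that moved this number of DEGs most was the replicate block, with 158. Without wildtype library 1 it was 533, without wildtype library 2 it was 589 and without wildtype library 4 it was 534.

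The genes with the largest decreases were not or hardly detected in the Ep400 ko clones. *Sox11* (ENSMUSG00000063632, chromosome 12 from 27334264 to 27342574) had 545 ± 453 normalized counts (SD, n = 4) in wildtype cells and 0 in each of the clones, and was at least 182-fold lower (adjusted p = 0.00461 from edgeR). *Bhlhe22* (ENSMUSG00000025128, chromosome 3 from 18054174 to 18057517) was at least 80.3-fold lower (241 ± 61.4 normalized counts in wildtype cells, adjusted p = 0.0012 from edgeR) and *Rftn1* (ENSMUSG00000039316, chromosome 17 from 49992257 to 50190674) at least 36.6-fold lower (110 ± 78.5 in wildtype cells, adjusted p = 0.0166 from edgeR). The genes of chromosome 17 were shifted by a median of −0.34 in clone Ep400/2. Conversely, *Cd55* (ENSMUSG00000026399, chromosome 1 from 130439027 to 130462744) was at or near 0 in wildtype cells, with at most 3.28 normalized counts, and had 708 ± 640 (SD, n = 3) in the clones, at least 236-fold higher (adjusted p = 0.0034 from edgeR). *Gm27031* was at least 53.1-fold higher (159 ± 56.0 normalized counts in the clones, adjusted p = 0.00133 from edgeR) and *Sytl4* at least 48.3-fold higher (145 ± 117, adjusted p = 0.0185 from edgeR). *Sytl4* lies on chromosome X, whose genes were shifted by a median of −0.39 in clone Ep400/1. With 1 library left out at a time, these genes stayed past the threshold in all 7 fits, apart from *Sytl4* without clone Ep400/3 (log2-fold change 9.90) and *Rftn1*, which passed the filter on low counts in 4 of the 7 fits and was past the threshold in these 4.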

Heatmaps of the 30 most strongly deregulated genes again confirmed concordance among the samples in the respective groups (Fig. 2f). 

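All 30 genes shown in Fig. 2f were DEGs in the Ep400 ko clones, 12 with lower and 18 with higher counts than in wildtype cells, and for all 30 the clones lay outside the wildtype range. Adjusted over the list alone, 30 genes had an adjusted p of at most 0.05 as well, on samples that had served to choose the list. Of these genes, 6 had no library above 3 counts in 1 of the groups, so that their fold changes are lower bounds. The gene shown as Gm49339 was matched to the identifier that the files list as *Lilrb4*. In the Kat5 ko clones, 18 of the genes had enough counts for a test, and 1 of them, *Rgs8*, was a DEG.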

A comparable number of up- and downregulated genes has been observed in RNA sequencing analyses of other Ep400-containing and Ep400-deficient samples.^19–21^

**Fig. 2:**
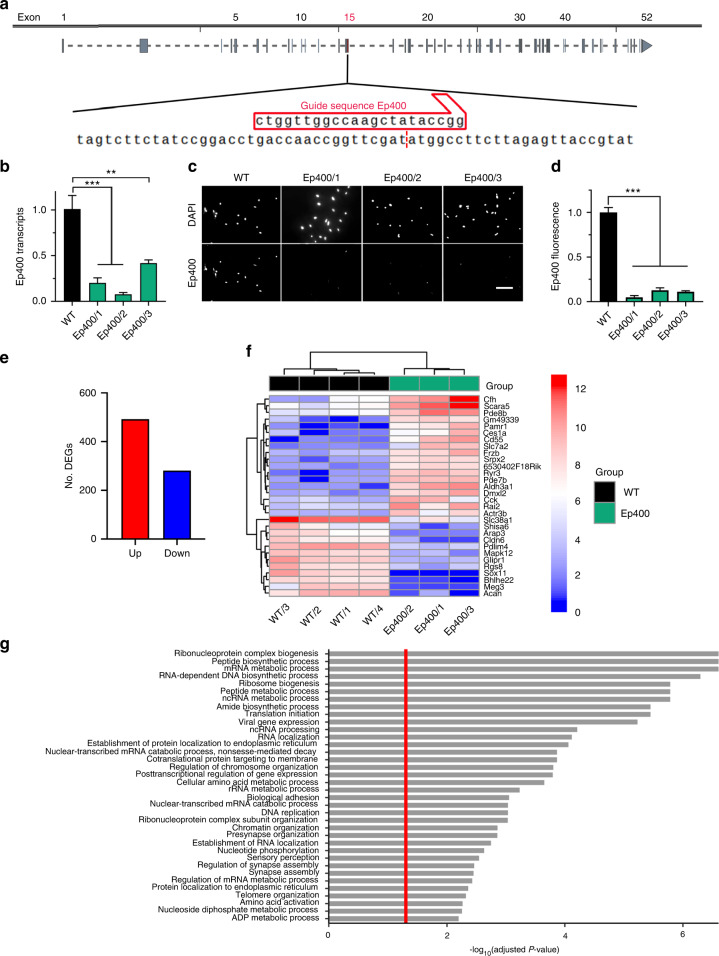
CRISPR/Cas9-dependent Ep400 inactivation in O9-1 cells**. a** Schematic representation of the *Ep400* gene with zoom-in on guide sequence and adjacent regions in the targeted exon 15 (red box). **b** *Ep400* transcript levels in wildtype O9-1 cells (WT) and gene-edited clones Ep4005/1 – Ep4005/3 as determined by RT-PCR (*n* = 3). Levels in wildtype cells were set to 1 ± SEM. **c**, **d** Immunocytochemical detection of Ep400 protein in wildtype O9-1 cells (WT) and gene-edited clones (**c**), used for quantification (*n* = 3) of Ep400 levels (**d**). Nuclei were counterstained with DAPI. Scale bar: 150 µm. **e**–**g** Summary of the consequences of Ep400 inactivation in O9-1 cells as determined by RNA sequencing of gene-edited clones (*n* = 3) and wildtype cells (*n* = 4). Shown are the number of up-regulated (red) and down-regulated (blue) genes upon Ep400 inactivation (log2-fold ≥ 1, *P* value ≤ 0.05) (**e**), a bi-clustering heatmap for visualization of the expression profile of the top 30 differentially expressed genes sorted and plotted by their (absolute) log2 transformed expression values in the samples (**f**), and a gene set enrichment analysis of preranked genes to identify cellular processes and structures affected by Ep400 inactivation (**g**). Statistical significance was determined by one-way ANOVA and Dunnett’s post test (**P ≤ 0.01; ***P ≤ 0.001)

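For chromatin and chromosome organization, the Reactome pathway Chromatin organization had a median log2-fold change of −0.11 in the Ep400 ko clones, with 104 of 172 genes lower (adjusted p = 0.0227 from camera, 0.0567 from fry and 0.69 from fgsea). Its mean log2 level was −0.076, −0.035 and −0.10 in clones Ep400/1, Ep400/2 and Ep400/3, and between −0.073 and 0.08 in the wildtype libraries. The adjusted p from camera was above 0.05 without wildtype library 3 (median −0.10) and without clone Ep400/3 (median −0.083). Telomere Maintenance had a median of −0.28 (26 of 34 genes lower, adjusted p = 0.0129 from camera and 0.231 from fry), which was −0.075 and no longer past the threshold without clone Ep400/3, and −0.44 without clone Ep400/1.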

Inactivation of the chromatin remodeling subunit of the Tip60/Ep400 complex predictably led to deregulation of genes associated with chromatin/chromosome organization in GSEA (Fig. 2g). In addition, and similar to results on Kat5 ko clones, enriched gene sets in Ep400 ko clones were associated with small molecule metabolism (in particular amino acid metabolism) and aspects of protein biosynthesis (e.g., translation initiation, cotranslational ER targeting of proteins, peptide biosynthesis) according to GSEA. 

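Of the 46 sets, 35 had an adjusted p of at most 0.05 from camera in the Ep400 ko clones, 33 of them lower and 2 higher than in wildtype cells, and 18 of these were also past the threshold in fry and 4 with the estimated correlation. Among the 36 sets that do not come from the paper, 24 were lower and 2 higher. The Reactome pathway Metabolism of amino acids and derivatives had a median log2-fold change of −0.27, with 93 of 138 genes lower (adjusted p = 0.000273 from camera and 0.025 from fry). The genes for the synthesis of serine, proline and asparagine and for one-carbon metabolism had a median of −0.79, with 19 of 22 lower (adjusted p = 7.8e-07 from camera and 0.01 from fry). Purine metabolism had a median of −0.45, with 22 of 31 genes lower (adjusted p = 0.00754 from camera and 0.046 from fry).

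In translation, the median was −0.39 for the Reactome pathway Translation (131 of 143 genes lower, adjusted p = 2.1e-11 from camera and 0.0537 from fry). It was −0.41 for Eukaryotic Translation Initiation (109 of 113 lower, adjusted p = 3.0e-12 from camera and 0.0521 from fry) and −0.38 for SRP-dependent cotranslational protein targeting to membrane (98 of 105 lower, adjusted p = 3.2e-10 from camera and 0.0585 from fry). The mean log2 level of the pathway Translation was −0.23, −0.23 and −0.61 in clones Ep400/1, Ep400/2 and Ep400/3, below the range of the wildtype libraries from −0.12 to 0.10. The same pathway was not past the threshold in the Kat5 ko clones. In the direct comparison of the knockouts it was lower in the Ep400 ko clones, by a median of −0.41 (127 of 143 genes lower, adjusted p = 5.5e-08 from camera and 0.0969 from fry).

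**Figure D2:**
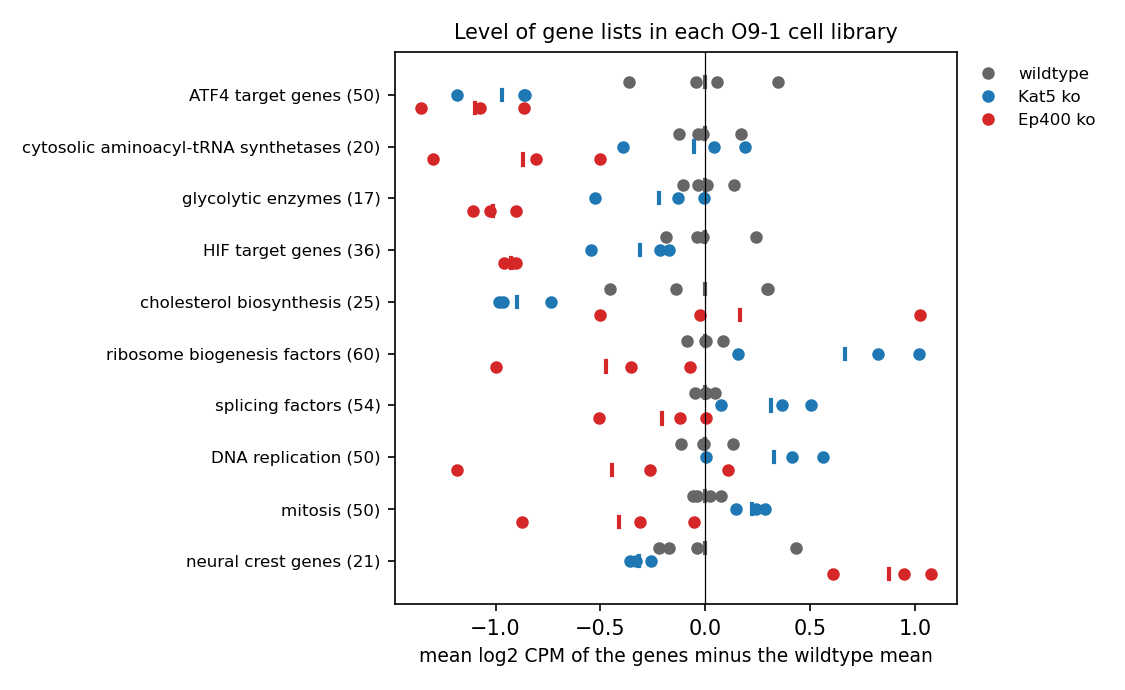
Mean log2 level of 10 gene lists in each library, relative to the mean of the wildtype libraries, with 1 point per library. The ribosome biogenesis factors lie at a mean of 0.67 in the Kat5 ko clones and −0.47 in the Ep400 ko clones, and the glycolytic enzymes at −0.90, −1.03 and −1.11 in the Ep400 ko clones.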

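The 20 cytosolic aminoacyl-tRNA synthetases were all lower in the Ep400 ko clones, with a median log2-fold change of −0.99 (adjusted p = 2.2e-08 from camera and 0.0237 from fry). Of these, 14 had an adjusted p of at most 0.05 over all genes tested, 16 adjusted over the list alone, and 9 were DEGs. Their medians in clones Ep400/1, Ep400/2 and Ep400/3 were −0.63, −0.89 and −1.40. For Kat5, the median of these genes was −0.052 (12 of 20 lower, adjusted p = 0.638 from camera), and it was 0.054 without clone Kat5/1, 0.022 without wildtype library 3 and −0.20 without clone Kat5/2. The 17 glycolytic enzymes were all lower in the Ep400 ko clones as well, with a median of −1.01 (adjusted p = 8.8e-08 from camera and 0.00169 from fry). Among them, 10 had an adjusted p of at most 0.05, 12 adjusted over the list alone, and 8 were DEGs. For the Reactome pathway Glycolysis the median was −0.75 (18 of 22 genes lower, adjusted p = 2.3e-05 from camera and 0.00169 from fry), and for the larger pathway Metabolism of carbohydrates −0.096 (111 of 190 lower, adjusted p = 0.106 from camera and 0.0455 from fry).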

KEGG clustering by process confirmed that downregulation of gene expression in the absence of Ep400 affected amino acid metabolism and protein biosynthesis (via aminoacyl-tRNA biosynthesis) and again pointed to alterations in carbohydrate metabolism (glycolysis/gluconeogenesis) (Supplementary Fig. 2d).

Almost two thirds of the DEGs obtained for Kat5 were also deregulated in Ep400 ko clones. 

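Of the 64 Kat5 DEGs, 17 were also DEGs in the Ep400 ko clones, a share of 26.6% (95% Wilson confidence interval 17.3% to 38.5%, for counting error across genes). Without a relation, independent comparisons would give a share of 6.31% among the 10840 genes tested in both with a mean normalized count over 100. With shared wildtype libraries, 25 simulations of unchanged groups gave 5.56% to 12.0% at an unadjusted p, with 108 to 144 genes called for Ep400. The 6.31% therefore leaves out what the shared libraries add. The direction was the same for 15 of the 17 genes, 11 of them lower and 4 higher in both, and opposite for *Cyr61* (log2-fold changes 1.82 and −1.46 in the Kat5 and Ep400 ko clones) and *Vldlr* (−2.02 and 1.12). The genes of chromosome 19, which carries *Vldlr*, were shifted in the same directions in clones Kat5/3 (median −0.28), Ep400/1 (0.27) and Ep400/2 (0.25). Among larger lists the agreement was lower: the direction was the same for 101 of 176 shared genes at an unadjusted p, 74 of 120 with DESeq2 and adjusted p, and 43 of 113 without clone Kat5/1. Without clone Ep400/1 it was the same for 10 of 17 shared genes. Both comparisons use the same wildtype libraries and are therefore not independent of each other. Of the 49 genes downregulated in the Kat5 ko clones, 28 were lower in the Ep400 ko clones, 11 of them at an adjusted p of at most 0.05 from edgeR, and 8 of the 15 upregulated genes were higher. The share was moved most among the alternatives with all libraries by a single fit of the 10 libraries, to 39.1%. Without wildtype library 1 or wildtype library 4 it was 0 of 1 gene, without wildtype library 2 15.1%, without clone Kat5/1 12.8% and without clone Kat5/3 50.0%. Of the genes of Fig. 1f, 18 of 30 were lower in the Ep400 ko clones, with a median log2-fold change of −0.99 that was −0.47 without wildtype library 3.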

To compare DEG profiles in Kat5 and Ep400 ko clones in an unbiased manner, we used the rank–rank hypergeometric overlap (RRHO) algorithm.^22^ Our analysis revealed a strong and statistically significant overlap between gene-expression signatures that primarily concerned the downregulated genes in Kat5 and Ep400 ko clones (Fig. 3a). 

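Across the 13322 genes tested in both comparisons, the log2-fold changes of the Kat5 and Ep400 ko clones had a Pearson's r of 0.026 and a Spearman's rho of −0.066, and 46.3% of the genes had the same sign in both. Genes are not independent replicates. The shared wildtype libraries alone gave an r of 0.247 to 0.289 in 25 simulations of unchanged groups, with genes drawn independently. For the rank–rank comparison, the hypergeometric overlap was computed from its definition in steps of 116 genes. Its maximum was a −ln p of 148.3 for genes reduced in both knockouts, reached by the 1392 and 580 genes with the lowest log2-fold changes, of which 210 were shared and 60.6 expected. The maximum was 131.4 for genes raised in both, 202.3 for genes reduced in the Kat5 and raised in the Ep400 ko clones, and 39.9 for the reverse. In the simulations of unchanged groups, the maximum was 186 to 243 for genes reduced in both, 184 to 279 for genes raised in both, and at most 11.5 for genes reduced in Kat5 and raised in Ep400. With the wildtype libraries divided between the comparisons, over the 6 possible divisions, r was between −0.11 and 0.038 and the maximum for genes reduced in both between 59.6 and 119.3. Simulated unchanged groups with divided wildtype libraries gave 33.7 to 75.3. For genes raised in both, the divisions gave 100.9 to 144.2 and the simulated unchanged groups 31.7 to 79.3. Of the alternatives with all libraries, leaving out the filter on low counts moved the maximum for genes reduced in both most, to 1030. It was 87.7 without clone Ep400/1 and 263.2 without clone Ep400/3. For the same omissions r was −0.068 and 0.17, and it was −0.077 without clone Kat5/1.

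Tested directly against each other, the 3 Kat5 and 3 Ep400 ko clones differed in 728 of 13587 genes, 416 higher and 312 lower in the Ep400 ko clones. This number was 5 without clone Kat5/3, 29 without clone Ep400/2, 3 without clone Ep400/3, 81 without clone Kat5/2, 307 without clone Ep400/1 and 1753 without clone Kat5/1. From the rank–rank comparison, the paper concludes that the gene-expression signatures of both knockouts overlap, primarily in the downregulated genes.

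**Figure D3:**
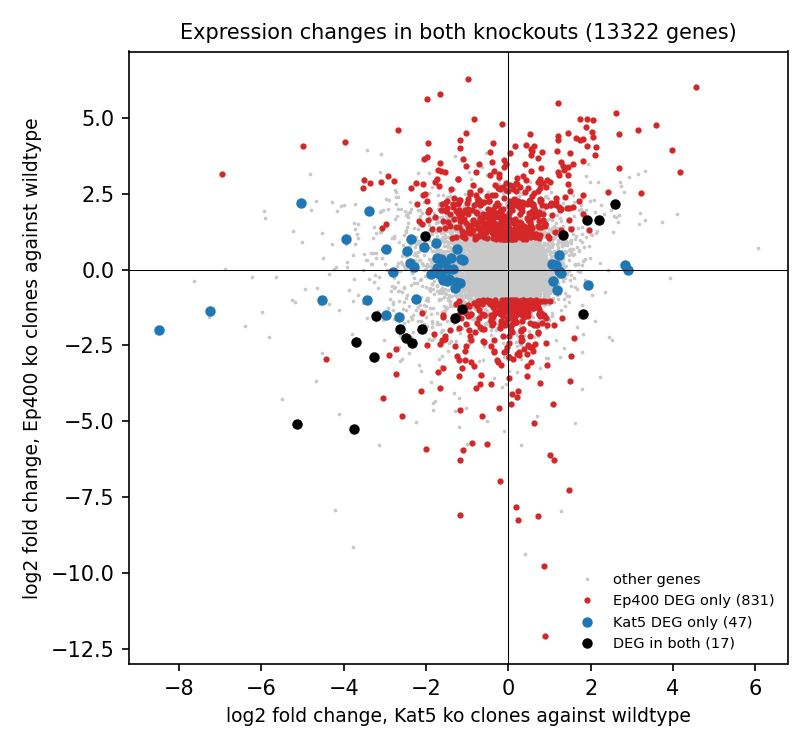
Log2-fold change against wildtype cells in the Ep400 ko clones and in the Kat5 ko clones, with 1 point for each of the 13322 genes. The genes called as DEGs are 831 in the Ep400 ko clones only, 47 in the Kat5 ko clones only and 17 in both.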

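For a comparison at the level of gene sets, preranked fgsea was run on 653 Reactome pathways with 15 to 500 tested genes. At an adjusted p of at most 0.05, 58 pathways were past the threshold in the Kat5 ko clones, 8 lower and 50 higher, and 73 in the Ep400 ko clones, 67 lower and 6 higher. Of the 16 pathways past the threshold in both, 0 changed in the same direction and 16 were higher in the Kat5 and lower in the Ep400 ko clones. Across pathways, which share genes, the normalized enrichment scores had a Pearson's r of −0.47 and the p-values a Spearman's rho of 0.11. The mean log2-fold changes of the pathways had a Pearson's r of −0.41. For these means, 25 simulations of unchanged groups that share the wildtype libraries gave a Pearson's r of 0.11 to 0.41. Genes were drawn independently in them. They therefore do not show how far r would move where genes of a pathway change together in single clones. The overlap of the pathways ranked by p-value, without regard to direction, reached a −ln p of 18.7.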

Application of the same algorithm to the terms from GSEA shows a similarly high concordance for the terms with low *P* value (Fig. 3b). 

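The paper's Fig. 3c names 4 genes of amino acid metabolism, 17 of carbohydrate metabolism and 7 of pluripotency/stem cell pathways. Of the amino acid genes, 3 were DEGs in the Kat5 ko clones (median log2-fold change of all 4 genes −1.96) and 3 in the Ep400 ko clones (median −1.56). *Gpt2* (ENSMUSG00000031700) had log2-fold changes of −2.64 (standard error 0.28, adjusted p = 0.0174 from edgeR's quasi-likelihood test) and −1.97 (standard error 0.27, adjusted p = 0.00479), and *Asns* of −1.29 (standard error 0.21, adjusted p = 0.0482) and −1.60 (standard error 0.34, adjusted p = 0.0195), in the Kat5 and the Ep400 ko clones. *Adssl1* fell in the Kat5 ko clones (−2.81, standard error 0.21, adjusted p = 0.00645 from edgeR) and was −0.10 in the Ep400 ko clones, whereas *Cad* was 0.87 in the former and −1.52 in the latter. For Kat5, *Gpt2* was not past the threshold without wildtype library 1 (−2.68), wildtype library 4 (−2.63) or clone Kat5/3 (−2.58), and *Asns* was past it only without clone Kat5/1. For Ep400, *Asns* was not past it without wildtype library 1 (−1.61), wildtype library 4 (−1.58) or clone Ep400/2 (−1.43). *Adssl1* stayed past it in all 7 fits for Kat5, and lies on chromosome 12, whose genes were shifted by a median of −0.27 in clone Kat5/1.

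Of the carbohydrate genes, 4 had an adjusted p of at most 0.05 in the Kat5 ko clones and 8 adjusted over the list alone, with a median of −0.20 and 12 genes lower. The median was −0.067 without wildtype library 2 and −0.46 without clone Kat5/3. In the Ep400 ko clones these numbers were 11 and 12 genes, with a median of −1.16 and 14 genes lower. Among these genes, *Aldoc* had the lowest log2-fold change in the Kat5 ko clones (−3.43, standard error 0.39, adjusted p = 0.0202 from edgeR) and *Eno3* in the Ep400 ko clones (−3.04, standard error 0.36, adjusted p = 0.0032 from edgeR), on chromosome 11, whose genes were shifted by a median of −0.29 in clone Ep400/3. *Aldoc* was not past the threshold without wildtype library 1 (−3.35), wildtype library 4 (−3.35) or clone Kat5/3 (−3.30).

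Of the genes in pluripotency/stem cell pathways, 0 were DEGs in the Kat5 ko clones (2 genes adjusted over the list alone), with a median of −0.51 and 4 genes lower. In the Ep400 ko clones, 5 were DEGs, all lower, with a median of −1.97. The median in the Kat5 ko clones was −0.18 without clone Kat5/1, −0.23 without clone Kat5/2, −0.24 without wildtype library 3 and −0.32 without wildtype library 2. *Tcf7* had a log2-fold change of −1.77 in the Kat5 ko clones (standard error 0.34, adjusted p = 0.0648 from edgeR) and 0.10 in the Ep400 ko clones, and *Mapk12* of −5.74 in the Ep400 ko clones (standard error 0.56, adjusted p = 0.00172 from edgeR). Without clone Kat5/1, *Tcf7* was past the threshold (−1.44). The study chose these genes on the samples tested here, so that counts adjusted over the lists alone are not independent evidence.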

KEGG pathway analysis argued that the common DEGs for Kat5 and Ep400 were involved in aspects of amino acid and carbohydrate metabolism as well as pluripotency/stem cell pathways (Fig. 3c). However, none of the DEGs listed in the latter category was a bona fide pluripotency gene. They rather represented genes associated more generally with pathways involved in precursor cell properties such as proliferation and increased protein synthesis.

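A list of 16 pluripotency genes was compared with the data, and 3 of them, *Sox2*, *Klf4* and *Lin28b*, had enough counts for a test. As a set, these 3 genes were not past the threshold in the Kat5 (adjusted p = 0.437 from camera and 0.311 from fry) or Ep400 ko clones (0.465 and 0.149). In the Kat5 ko clones the log2-fold changes were 0.0083, 0.27 and 0.72, and 0 of the genes had an adjusted or unadjusted p of at most 0.05. In the Ep400 ko clones, *Klf4* rose from 2588 ± 319 to 7607 ± 2914 normalized counts, a log2-fold change of 1.56 (standard error 0.26, adjusted p = 0.0092 from edgeR), *Sox2* had 1.10 (adjusted p = 0.109 from edgeR) and *Lin28b* −2.20 (adjusted p = 0.104 from edgeR).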

**Fig. 3:**
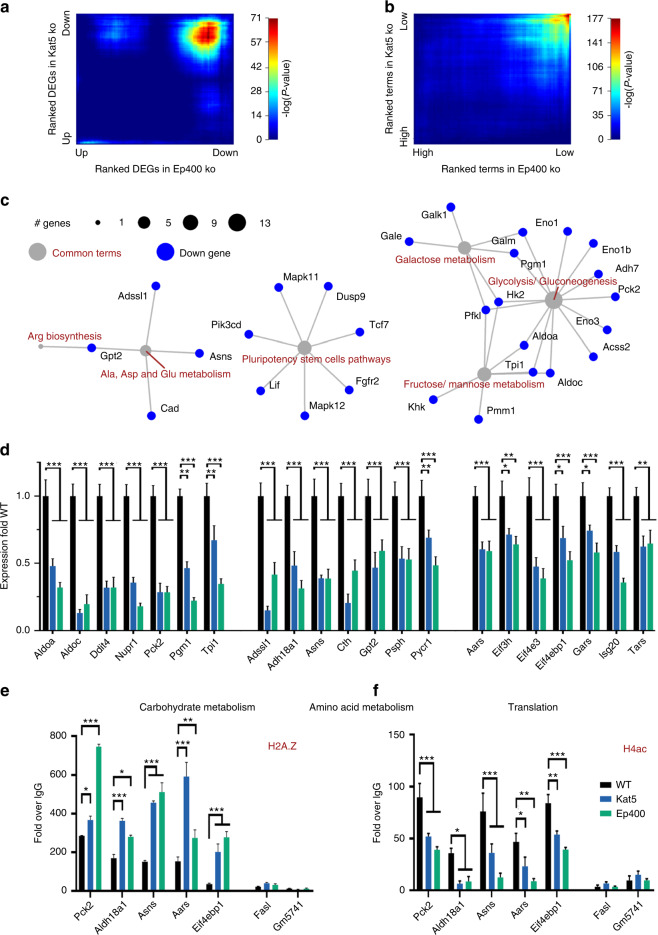
Common consequences of Kat5 and Ep400 inactivation on gene expression in O9-1 cells. **a** RRHO analysis for comparison of DEGs in Kat5 and Ep400 ko clones ranked by their degree of differential expression. The heatmap shows a strong and statistically significant overlap in the downregulated genes. **b** RRHO analysis of terms obtained by GSEA of preranked genes from Kat5 and Ep400 ko clones ranked by *p* value reveals a strong overlap in terms with low *P* value. **c** KEGG pathway analysis for the identification of the main cellular processes (gray dots, red terms) and the key components (blue dots, black terms) affected by both Kat5 and Ep400 inactivation. **d** Quantitative RT-PCR to validate expression changes of DEGs related to carbohydrate (left) and amino acid (middle) metabolism or protein biosynthesis (right) shared between Kat5 and Ep400 ko clones. Normalized transcript levels for each gene in wildtype O9-1 cells (WT) were set to 1, and levels in ko clones (*n* = 3) expressed relative to it. **e**, **f** Chromatin immunoprecipitation to determine the occupancy of H2A.Z (**e**) and acetylated H4 (H4ac, **f**) near the transcriptional start site of the *Pck2, Aldh18a1, Asns*, *Aars* and *Eif4ebp1* genes in wildtype O9-1 cells, Kat5 ko clone Kat5/3 and Ep400 clone Ep400/2. *Fasl* and *Gm5741* genes served as controls. Amounts in precipitates were normalized to input and are presented as enrichment with histone-specific antibodies over IgG controls. Statistical significance was determined by 2-way ANOVA and Dunett’s post test (**e**, **f**) (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001)

A list of top downregulated genes categorized by their association with carbohydrate and amino acid metabolism as well as protein biosynthesis is presented in Supplementary Fig. 2e. 

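All 21 genes of each category in Supplementary Fig. 2e were lower in the Ep400 ko clones. The median log2-fold change was −0.79 for carbohydrate metabolism (12 genes with an adjusted p of at most 0.05 over all genes tested, 15 adjusted over the list alone), −1.28 for amino acid metabolism (17 and 18 genes) and −1.04 for protein biosynthesis (11 and 19 genes). For Kat5, 18, 18 and 21 of the 21 genes were lower. The medians there were −0.42 (4 genes over all genes tested and 10 adjusted over the list alone), −0.52 (4 and 11 genes) and −0.61 (2 and 12 genes). As the genes were selected on these samples, the counts adjusted over the list alone are not independent evidence. In each of the 6 clones, the mean log2 level of each category lay below the range of the wildtype libraries. The largest decreases in the Ep400 ko clones were *Ak4* for carbohydrate metabolism (log2-fold change −4.44, standard error 0.77, adjusted p = 0.0101 from edgeR's quasi-likelihood test) and *Bcat1* for amino acid metabolism (−4.00, standard error 0.81, adjusted p = 0.0166 from edgeR). For Kat5, *Cth* had −3.23 (standard error 0.54, adjusted p = 0.0493 from edgeR) and *Chac1* −2.65 (standard error 0.41, adjusted p = 0.0445 from edgeR). With 1 library left out at a time, *Cth* stayed past the threshold in 1 of 7 fits and *Chac1* in 3, and both were not past it without wildtype library 1 (−3.12 and −2.70).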

For select DEGs, down-regulation in Kat5 and Ep400 ko clones was confirmed by quantitative RT-PCR (Fig. 3d). Interestingly, *Pck2, Aldh18a1, Asns, Aars*, and *Eif4ebp1* as representatives of genes associated with carbohydrate and amino acid metabolism or protein biosynthesis exhibited statistically significant increases in H2A.Z accumulation and statistically significant decreases in H4 acetylation near their transcriptional start sites in Kat5 and Ep400 ko clones according to chromatin immunoprecipitation analysis (Fig. 3e, f). In contrast, no comparable alterations were observed for the transcriptional start regions of the control genes *Fasl* and *Gm5741*. These data argue that at least some of the DEGs are direct and shared targets for Kat5 and Ep400 action.

### Impact of Kat5 and Ep400 on glycolysis, translation, proliferation and cell death in a cranial neural crest cell line

To evaluate the consequences of the observed expression changes on basic cellular functions in Kat5 ko and Ep400 ko clones, we analyzed several physiological parameters and compared them to the original O9-1 line. As a first step, we looked into the rate of ATP generation using the Seahorse XFe analyzer. In line with the RNA sequencing data and the inferred changes in gene expression, we measured lower ATP generation rates by glycolysis in the absence of Kat5 or Ep400 (Fig. 4a). This was consistent between all three clones with reductions ranging from 36% to 44% among Kat5 ko clones and from 34 to 56% among Ep400 ko clones (Supplementary Fig. 3a, b). In contrast, mitochondrial ATP generation by oxidative phosphorylation was not statistically different between Kat5 and Ep400 ko clones on the one and controls on the other side when averaged over all three clones (Supplementary Fig. 3c). At single clone level, one Kat5 ko clone and two Ep400 ko clones exhibited statistically significant reductions in mitochondrial ATP generation (Supplementary Fig. 3d, e). However, the respective levels of reduction were mild.

**Fig. 4:**
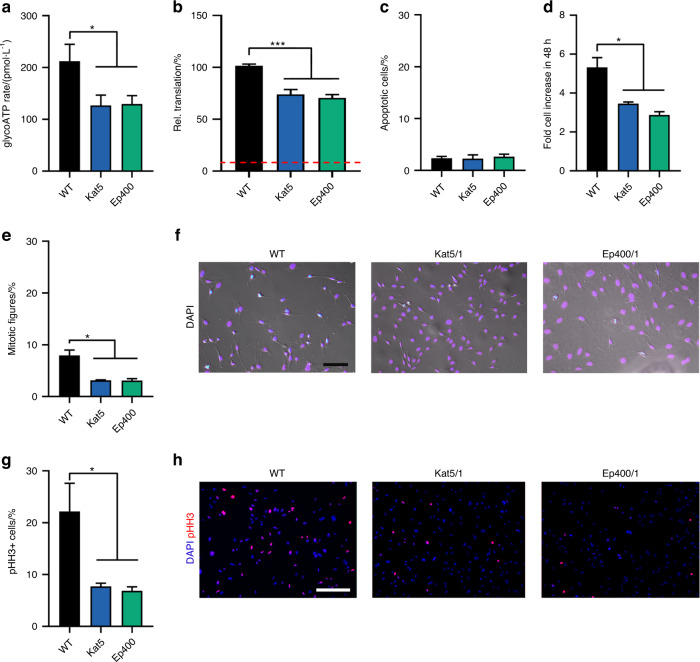
Altered basic functions in O9-1 cells upon Kat5 and Ep400 inactivation**. a**–**d** Comparison of O9-1 cells before (WT, black bars) and after inactivation of Kat5 (blue bars) or Ep400 (green bars) regarding rate of glycolytic ATP generation (determined in a Seahorse XFe analyzer as pmol per minute) (**a**), translation (determined as OPP incorporation in nascent transcripts with levels in WT cells set to 100%) (**b**), apoptosis (determined as percentage of cleaved caspase 3-positive cells among all cells) (**c**) and cell increase during 48 h (determined by crystal violet staining with staining at 0 h set to 1) (**d**). Red line in (**b**) corresponds to OPP incorporation in the presence of cycloheximide. Values were averaged over all three clones and are expressed as mean ± SEM. **e**–**h** Percentage of cells undergoing mitosis (**e**, **f**) or being positive for phosphohistone H3 (pHH3) (**g**, **h**) in 30% confluent cultures as additional parameters for proliferation. Quantifications (**e**, **g**) and representative phase contrast images with overlaid fluorescent DAPI signal (violet–blue to white; scale bar: 100 µm; **f**) or immunofluorescent images (pHH3 in red, DAPI in blue; scale bar: 200 µm; **h**) are shown. Statistical significance was determined by one-way ANOVA and Dunnett’s post test (*P ≤ 0.05; ***P ≤ 0.001)

To measure protein synthesis, incorporation of the puromycin analog OPP was used as a proxy for the rate of translation. Pretreatment of cells with the protein synthesis inhibitor cycloheximide was used to determine background levels (Fig. 4b, red dotted line) and analysis of control O9-1 cells defined the standard level of 100%. Intriguingly, both Kat5- and Ep400-deficient cells exhibited lower protein synthesis with 74% ± 4.8% of control levels averaged over all Kat5 ko clones and 71% ± 3.2% for Ep400 ko clones (Fig. 4b). All Kat5 ko clones and Ep400 ko clones consistently exhibited significantly decreased rates of translation (Supplementary Fig. 3f, g).

Despite the decreased rate of protein synthesis, cell death was comparable between Kat5 ko and Ep400 ko clones on the one side and control O9-1 cells on the other both when averaged over all three clones (Fig. 4c) or analyzed in each single Kat5 ko and Ep400 ko clone (Supplementary Fig. 3h, i). However, proliferation was significantly lower in the absence of Kat5 or Ep400 when determined over a period of 48 h by crystal violet staining (Fig. 4d). Again, effects were consistent between ko clones with a 32%–38% decrease for Kat5 ko clones and a 43%–52% decrease for Ep400 ko clones (Supplementary Fig. 4a–c). This translated into a strongly reduced percentage of mitotic figures in cultures of Kat5- or Ep400-deficient O9-1 cells (Fig. 4e, f) with little variation among the ko clones for each gene (varying between 3.0% and 3.2% for Kat5 ko clones and between 2.4% and 3.7% for Ep400 ko clones as compared to 7.9% for the control O9-1 cells; Supplementary Fig. 4d, e). Qualitatively similar decreases were also detected in phosphohistone H3 stainings (Fig. 3g, h and Supplementary Fig. 4f, g). In summary, these results confirm that the changes in gene expression upon Kat5 or Ep400 deletion indeed result in decreased glycolysis and glycolytic ATP production, lowered protein biosynthesis and substantially reduced proliferation without detectable increases in cell death in vitro.

### Impact of Kat5 and Ep400 on the cranial neural crest and facial development in vivo

In the second set of experiments, we studied whether the Kat5- and Ep400-dependent changes are also relevant in cranial neural crest cells in vivo as they migrate into and form the mesenchyme of the first two pharyngeal arches that later give rise to most of the facial structures.^8,23^ For this purpose, we crossed mice carrying a floxed *Kat5* or *Ep400* allele with the *Wnt1::Cre* transgene and a *Rosa26-stopflox-YFP* reporter to be able to target and identify neural-crest derived cells in the pharyngeal arches (Fig. 5a). Controls contained only the combination of *Wnt1::Cre* transgene and a *Rosa26-stopflox-YFP* reporter. Immunohistochemical staining of control tissue revealed that Kat5 and Ep400 proteins are similarly present and predominantly nuclear in the ectodermally-derived YFP-negative epidermis and the neural crest-derived YFP-positive mesenchyme of the pharyngeal arch (Fig. 5b). This argued for a comparable nuclear co-localization of Kat5 and Ep400 proteins in epidermal and neural crest-derived mesenchymal cells, but also underlined the necessity of conditional deletion to specifically study the role of Kat5 and Ep400 in the neural crest-derived cells.

**Fig. 5:**
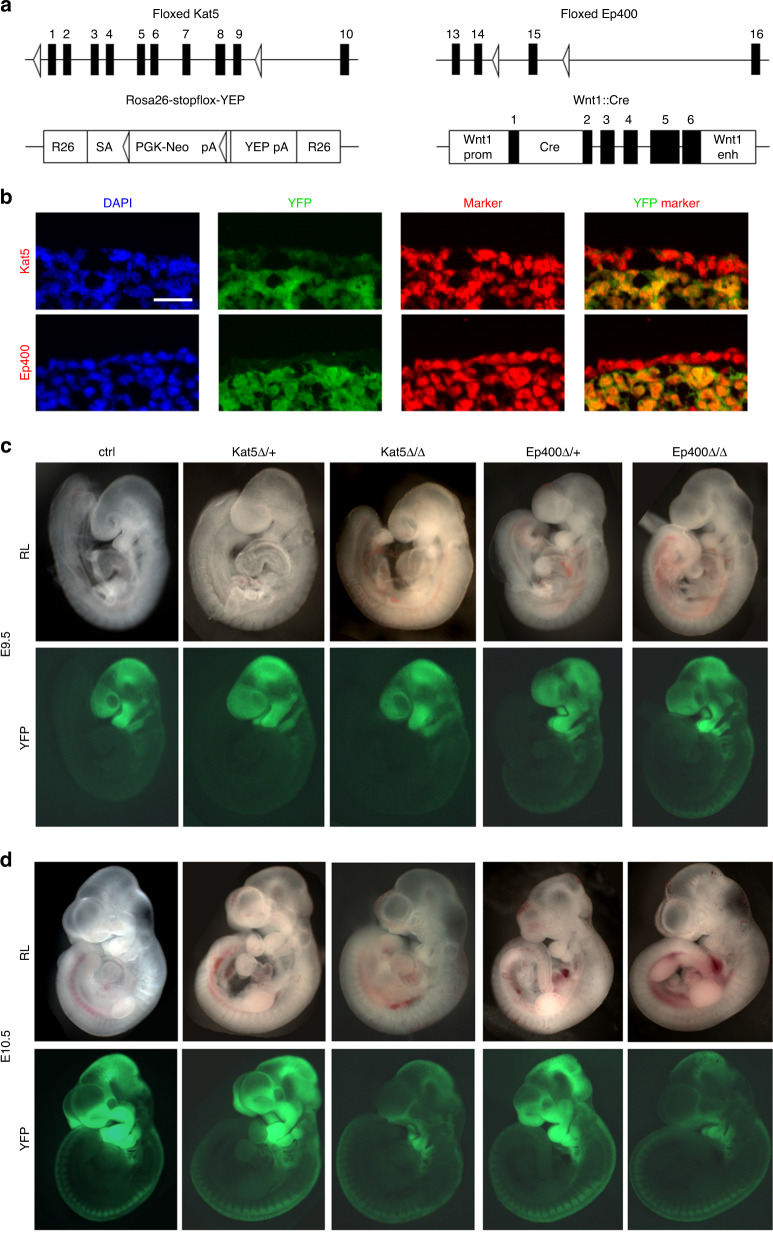
Developmental consequences of Kat5 and Ep400 inactivation in the cranial neural crest. **a** Schematic representation of the floxed alleles, the *Wnt1::Cre* used to inactivate *Kat5* and *Ep400* and the *Rosa26-stopflox-YFP* allele used to visualize successful inactivation in the cranial neural crest. Exons are depicted as black boxes, loxP sites as open triangles. pA polyadenylation sequence, SA adenovirus splice acceptor, PGK-Neo pgk-neomycin, YFP enhanced yellow fluorescent protein, Wnt1 prom Wnt1 promoter, Cre Cre recombinase, Wnt1 enh Wnt1 enhancer. **b** Immunohistochemical staining of tissue from the first pharyngeal arch of control embryos at E10.5 with YFP (green) and Kat5 (red, upper row) or Ep400 (red, lower row). DAPI was used to counterstain nuclei. Scale bar: 25 µm. **c**, **d** Reflected-light microscopic (RL, upper rows) and YFP-autofluorescent (lower rows) images of whole mount control (ctrl) embryos and age-matched heterozygous as well as homozygous embryos with Kat5 (Kat5Δ/+, Kat5Δ/Δ) and Ep400 (Ep400Δ/+, Ep400Δ/Δ) deletions at E9.5 (**c**) and E10.5 (**d**)

Inspection of the whole mount embryos by reflected-light microscopy or autofluorescence revealed no major alterations or malformations at embryonic day (E) 9.5. This concerned the overall appearance, shape or size of the pharyngeal arches and the contribution of YFP-positive cranial neural crest cells in embryos lacking one or both copies of the *Kat5* (Kat5^Δ/+^ and Kat5^Δ/Δ^) or *Ep400* (Ep400^Δ/+^ and Ep400^Δ/Δ^) gene (Fig. 5c).

By E10.5, a reduced presence of neural crest cells in and contribution to the first two pharyngeal arches in Kat5^Δ/Δ^ and Ep400^Δ/Δ^ embryos was evident from the smaller size and altered morphology of the pharyngeal arches in whole mounts and the dramatically reduced YFP autofluorescence (Fig. 5d). In heterozygously deleted, i.e., Kat5^Δ/+^ and Ep400^Δ/+^ embryos, size and autofluorescent signal of pharyngeal arches remained relatively normal at E10.5.

In line with the impression from whole mount inspections, the total number of YFP-labeled neural crest-derived cells in the pharyngeal arch mesenchyme of Kat5^Δ/Δ^ and Ep400^Δ/Δ^ embryos was still fairly normal at E9.5 arguing against a major defect in early neural crest stem cell generation or migration in the embryos (Fig. 6a). By contrast, the number of cranial neural crest cells was strongly decreased in the first pharyngeal arch of Kat5^Δ/Δ^ and Ep400^Δ/Δ^ embryos at E10.5 (Fig. 6b, c). Cells in the pharyngeal arch of Kat5^Δ/Δ^ and Ep400^Δ/Δ^ embryos also displayed a significantly decreased expression of *Pck2, Tpi1, Aldh18a1, Gpt2, Aars* and *Eif3h* as genes involved in carbohydrate and amino acid metabolism or protein synthesis (Fig. 6d). This compares well with our previous observation in Kat5- and Ep400-deficient O9-1 cells (Fig. 3d).

**Fig. 6:**
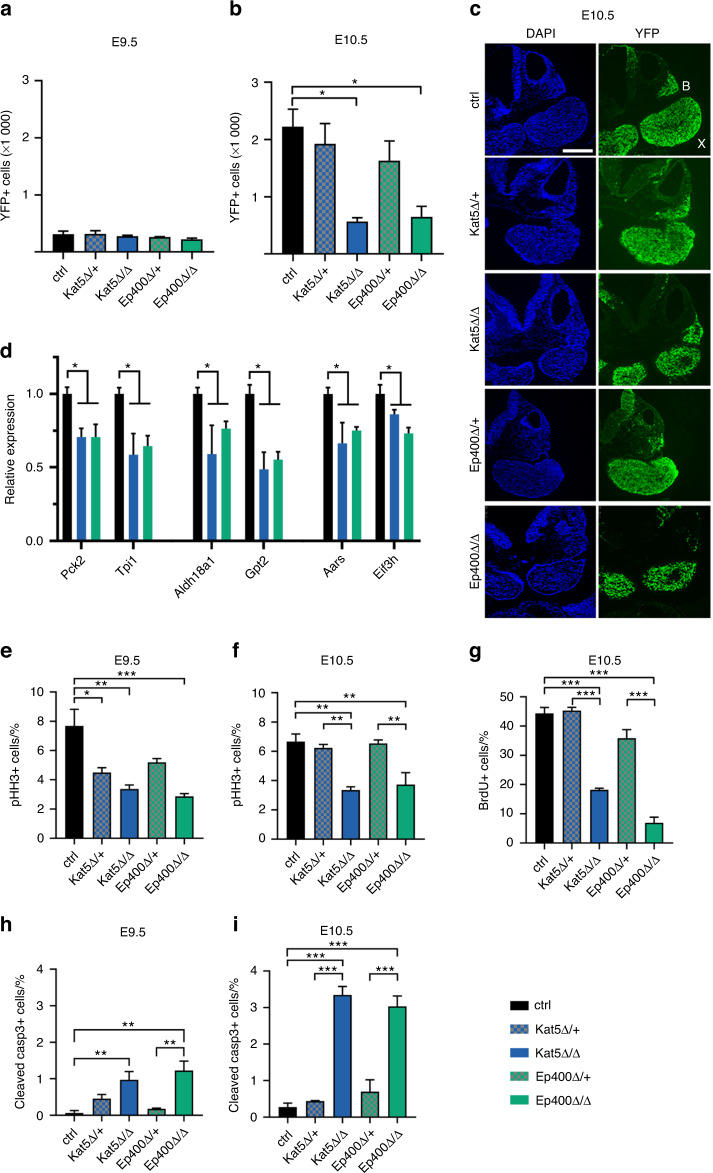
Consequences of Kat5 and Ep400 inactivation on gene expression, proliferation and survival of the developing cranial neural crest**. a**, **b** Overall numbers of YFP-labelled cells in the first pharyngeal arches of control (ctrl) embryos and age-matched heterozygous as well as homozygous embryos (*n* = 3 for each genotype) with Kat5 (Kat5Δ/+, checkered blue; Kat5Δ/Δ, blue) and Ep400 (Ep400Δ/+, checkered green; Ep400Δ/Δ, green) deletions at E9.5 (**a**) and E10.5 (**b**). Absolute numbers ± SEM correspond to cells per first pharyngeal arch. **c** DAPI stain (left) and YFP-autofluorescence (right) of transverse sections from control, heterozygous and homozygous embryos with Kat5 or Ep400 deletions at E10.5 showing maxillary (X) and mandibular (B) branch of the first pharyngeal arch. Scale bar: 300 µm. **d** Quantitative RT-PCR to determine transcript levels of *Pck2, Tpi1, Aldh18a1, Gpt2, Aars* and *Eif3h* in pharyngeal arches of ctrl, Kat5Δ/Δ and Ep400Δ/Δ embryos at E10.5. Normalized transcript levels for each gene in ctrl embryos were set to 1, and levels in Kat5Δ/Δ and Ep400Δ/Δ embryos (*n* = 3) were expressed relative to it. **e**–**g** Percentages of phosphohistone H3- (pHH3-) positive (**e**, **f**) and BrdU-labelled (**g**) neural crest cells in the first pharyngeal arches of control, hetero- and homozygous embryos (*n* = 3 for each genotype). Percentages are given as mean value ± SEM. **h**, **i** Rate of cleaved caspase 3-positive apoptotic cells in the various genotypes at E9.5 (**h**) and E10.5 (**i**). Statistical significance was determined by multiple *t*-test (**d**) or one-way ANOVA and Sidak’s post test (**e**–**i**) (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001)

Proliferation rates were also substantially reduced in embryos with homozygous neural crest-specific deletion of *Kat5* or *Ep400* as determined by immunohistochemical staining for phosphohistone H3 (Fig. 6e, f; for representative stainings see Supplementary Fig. 5a–c). Intriguingly, a reduction in phosphohistone H3-positive cells was already visible at E9.5 (Fig. 6e; for representative stainings see Supplementary Fig. 5b). The reduced proliferation rates in Kat5^Δ/Δ^ and Ep400^Δ/Δ^ embryos were also confirmed in BrdU incorporation studies at E10.5. One hour after treatment, only 7%–18% of neural crest cells had incorporated BrdU as compared to 44% in controls (Fig. 6g; Supplementary Fig. 5d).

It is noteworthy that even Kat5^Δ/+^ and Ep400^Δ/+^ embryos exhibited reduced numbers of phosphohistone H3-positive cells at E9.5 (Fig. 6e; for representative stainings see Supplementary Fig. 5b). This correlated with a lower number of neural crest-derived cells in the pharyngeal arch mesenchyme at E10.5, although the reduction in cell number was not statistically significant. By E10.5, the reduction of phosphohistone H3-positive cells in Kat5^Δ/+^ and Ep400^Δ/+^ embryos had disappeared (Fig. 6f; for representative stainings see Supplementary Fig. 5c). Nevertheless, this argues that even heterozygous loss of Kat5 or Ep400 may have mild effects on neural crest proliferation.

In contrast to O9-1 cells in vitro, neural crest cells with homozygously deleted *Kat5* or *Ep400* additionally exhibited increased rates of apoptosis as determined by immunohistochemical stainings for cleaved caspase 3 at both E9.5 and E10.5 (Fig. 6h, i; Supplementary Fig. 6a, b). Heterozygous deletion in Kat5^Δ/+^ and Ep400^Δ/+^ embryos also led to slightly increased cell death rates that did not reach statistical significance.

As a consequence of reduced proliferation and increased apoptosis, neural crest cell numbers were decreased by 70%–75% in the first pharyngeal arch of Kat5^Δ/Δ^ and Ep400^Δ/Δ^ embryos at E10.5. In Kat5^Δ/+^ and Ep400^Δ/+^ embryos, neural crest cell numbers in the pharyngeal arches were only slightly decreased.

When analyzed shortly before birth at E18.5, the early cranial neural crest defect had translated into a near absence of facial structures in embryos with homozygous *Kat5* deletion (Fig. 7a). Similar gross facial malformations were also observed in age-matched embryos with homozygous *Ep400* deletion (Supplementary Fig. 6c), whereas neither mice with heterozygous *Kat5* deletion nor mice with heterozygous *Ep400* deletion exhibited any obvious facial malformations upon visual inspection (data not shown).

**Fig. 7:**
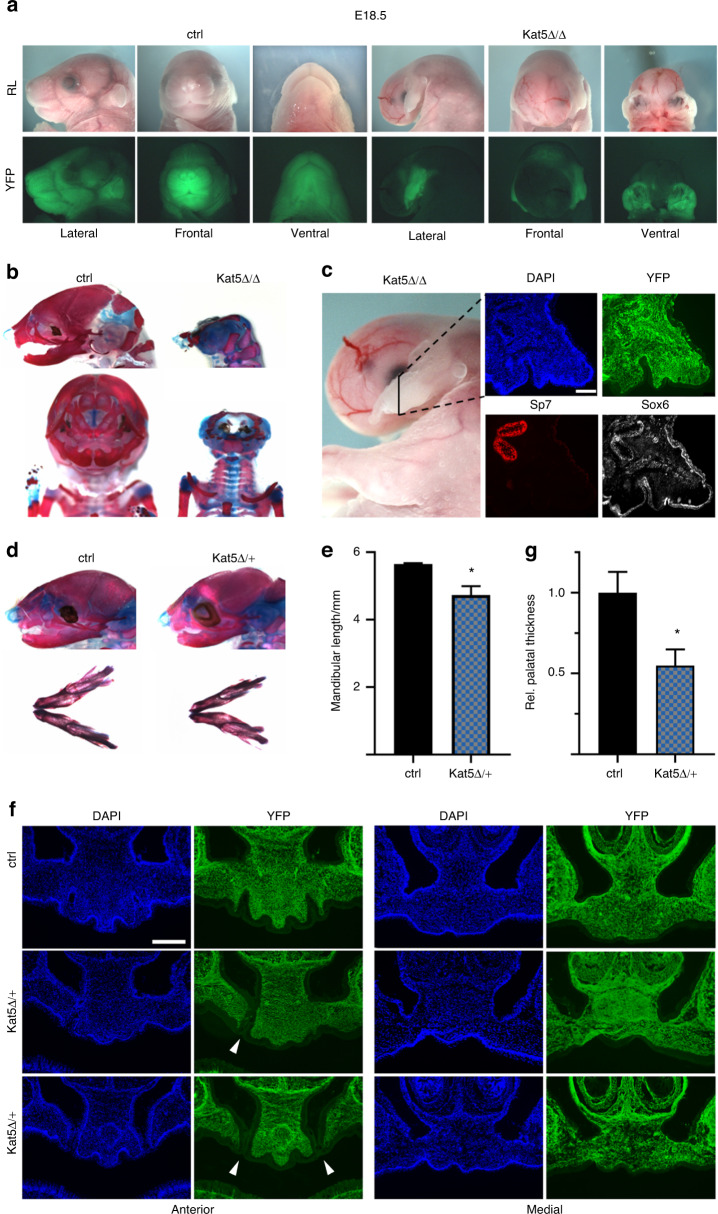
Perinatal phenotype of mice with neural crest-specific Kat5 inactivation. **a** Reflected-light microscopic (RL, upper row) and YFP-autofluorescent (lower row) images of heads from control (ctrl) embryos and age-matched homozygous embryos with Kat5 deletion (Kat5Δ/Δ) at E18.5. **b** Alcian blue/alizarin red stainings of cartilaginous and osseous head structures in control and Kat5Δ/Δ embryos at E18.5. **c** Immunohistochemical staining of the remaining facial structures in Kat5Δ/Δ embryos at E18.5 with antibodies directed against YFP (green), Sp7 (red) and Sox6 (white). Nuclei were counterstained with DAPI (blue). For overview of the structure and orientation of the plane of sectioning, see left panel. **d** Alcian blue/alizarin red stainings of head (top) and mandibles (bottom) from control and Kat5Δ/+ embryos at E18.5. **e** Determination of mandibular length in control and Kat5Δ/+ embryos at E18.5 (*n* = 3). **f** Visualization of the anterior (left) and middle (right) part of the secondary palate of control and Kat5Δ/+ embryos at E18.5 by DAPI and YFP staining of coronal sections. Arrowheads point to clefts in the secondary palate. Scale bars: 200 µm (**c**, **f**). **g** Quantification of secondary palatal thickness (middle region) in control and Kat5Δ/+ embryos at E18.5 (*n* = 3). Statistical significance was determined by unpaired *t-*test (*P ≤ 0.05)

A combined alcian blue/alizarin red staining of Kat5^Δ/Δ^ embryos revealed a drastic reduction of cartilage and bone in the facial region (Fig. 7b). However, some osseous and cartilaginous structures remained. Due to the strong malformations, it was impossible to assign the remnants to any particular facial bone or cartilage. However, immunohistochemistry verified that Sp7-positive bone-forming cells and Sox6-positive chondrocytes were present (Fig. 7c). Each group of cells labelled additionally with the YFP lineage marker, attesting to their neural crest origin (Fig. 7c). We therefore conclude that neither osteogenic nor chondrogenic differentiation is completely blocked.

A closer look at the facial skeleton of Kat5^Δ/+^ embryos revealed no missing structures. However, the mandible was significantly shortened (Fig. 7d, e). Histochemical analyses with DAPI and YFP revealed the presence of unilateral or bilateral clefts in the anterior most regions of the secondary palate in a subset of the embryos (Fig. 7f, left). From the middle to the most posterior region, the secondary palate was fused, but appeared substantially thinner than its counterpart from age-matched controls (Fig. 7f, right and Fig. 7g). These findings argue that a heterozyogous loss of *Kat5* in the cranial neural crest is sufficient to induce mild orofacial clefting.

## Discussion

In this manuscript, we have shown the relevance of Kat5 and Ep400 as the two central components of the Tip60/Ep400 chromatin remodeling complex during early development of the neural crest-derived facial mesenchyme in vitro using the O9-1 neural crest-like cell line and in vivo using conditional mouse models. In particular, we have shown that both proteins have a strong impact on neural crest cell metabolism, especially on carbohydrate usage and amino acids availability.

The influence of Kat5 and Ep400 on metabolic processes was detected in RNA sequencing studies on genome edited O9-1 cells lacking either Kat5 or Ep400. The magnitude of deregulated genes and the ratio of upregulated versus downregulated genes were roughly comparable with other studies on the two factors in different cellular systems.^19–21,24^ There was furthermore a substantial overlap in DEGs between the RNA sequencing results for the two factors. In addition, bioinformatic analyses pointed to the fact that both Kat5 and Ep400 influence the same cellular processes and are thus functionally linked in O9-1 neural crest cells.

A closer study of select DEGs in O9-1 cells furthermore revealed that they exhibited alterations in H2A.Z occupancy and H4 acetylation around their transcriptional start sites. This argues that at least some DEGs are direct and shared targets of Kat5 and Ep400, and thus likely under the influence of the Tip60/Ep400 complex. It also implies that loss of the histone modifying and chromatin remodeling activities of the Tip60/Ep400 complex underlies the observed phenotypes. Some DEGs that were identified in O9-1 cells were similarly altered in their expression upon Kat5 and Ep400 inactivation in cranial neural crest cells in vivo. Therefore, it seems plausible to assume that the results from O9-1 cells are at least in part also relevant in vivo.

A functional linkage between Kat5 and Ep400 is also supported by the very similar behavior of Kat5- and Ep400-deficient O9-1 cells in our functional assays and by the very similar phenotypic alterations in the neural crest-specific Kat5 and Ep400 mouse mutants.

In line with the alterations in carbohydrate and amino acid metabolism, glycolytic ATP generation and protein biosynthesis are strongly impaired. This almost certainly contributes to the substantially decreased proliferation rate of Kat5- or Ep400-deficient cells. Proliferation has been reported to be reduced after deletion of Kat5 or Ep400 in some cell types (e.g., fibroblasts), to be increased in others (e.g., cardiomyocytes) or remained unaltered (e.g., Schwann cells, oligodendroglia).^20,25–28^ This argues that the impact of the Tip60/Ep400 complex on proliferation is highly cell type-specific.

In addition, we detected a substantially higher cell death rate in cranial neural crest cells in vivo, but not in vitro. We assume that the cells are better able to cope with metabolic impediments in tissue culture because of the excess of nutrients provided in the medium and the possibility to switch to higher mitochondrial ATP generation. In vivo, however, migrating neural crest cells constitutively rely for energy production on aerobic glycolysis.^29^ Without the ability to compensate for the energy shortage, cells may be more susceptible to cell death. As a result of the decreased proliferation and increased cell death, cranial neural crest cells fail to form sufficient amounts of mesenchyme in the pharyngeal arches that later constitute the facial mesenchyme and are required for proper formation of primary and secondary palate and final fusion processes. The resulting dramatic facial malformations and orofacial clefting in mice with homozygous neural crest-specific deletion of Kat5 or Ep400 around the time of birth are an impressive confirmation of the essential role of both gene products in facial development, including palatogenesis.

Similarly dramatic disruptions of facial development have been observed in other neural-crest specific mouse mutants including mice with loss of β-catenin or ephrin-B1/2.^30–32^ Whether there is any direct link between the roles of Kat5 and Ep400 on the one side and the affected gene products on the other is currently unknown.

Intriguingly, we also see mild alterations in the number and proliferation of cranial neural crest cells in mice with heterozygous cell-specific deletion of *Kat5* and *Ep400*. At least in mice with heterozygous neural crest-specific deletion of *Kat5* this seems to translate into mild clefts in the secondary palate. Currently we do not know whether similar clefts occur in mice with heterozygous neural crest-specific deletion of *Ep400*, but would expect this to be the case.

On the basis of the findings presented in this study, it is reasonable to assume that the early defects in the survival and expansion of the cranial neural crest are also at least in part causative for the syndromic orofacial clefts observed in patients with heterozygous Kat5 mutations and may also explain the role of Kat5 as a quantitative trait locus in non-syndromic forms.^13,14^

Orofacial clefts in patients with heterozygous Kat5 mutations appear to be more severe than those observed in mice. The most parsimonious explanation for the different severity are quantitative or qualitative species-specific differences in facial development. Already due to size differences, many more neural crest cells will be needed in humans than in mice for generating sufficient amounts of facial mesenchyme. Alternatively, it cannot be excluded that there is an additional function of Kat5 on epidermal development that needs to be impaired for phenotypic alterations to become visible.

## Conclusion

Our data show that Kat5 and Ep400 as two components of the Tip60/Ep400 chromatin remodeling complex play an important role in the metabolic reprogramming of neural crest cells and influence survival and proliferation. As a consequence, *Kat5* and *Ep400* mutations impair development of the neural crest-derived facial structures. In case of heterozygous neural crest-specific *Kat5* mutations, this leads to orofacial clefts. As the activities of Kat5 and Ep400 are themselves impacted by key metabolites such as acetyl-CoA and ATP, they may play a central role in sensing the metabolic status and in metabolically reprogramming the cells by alterations in chromatin changes. This needs to be investigated in future studies, but may eventually be instrumental in manipulating the cranial neural crest in a therapeutically relevant manner.

## Materials & methods

### Cell culture

The murine neural crest cell line O9-1 was obtained from Sigma Aldrich and cultured as published.^33^ Briefly, O9-1 cells were maintained on Matrigel-coated dishes in preconditioned O9-1 medium. O9-1 medium consisted of DMEM (Gibco) supplemented with 15% FCS, 0.1 mmol·L^−1^ nonessential amino acids, 0.55 μmol·L^−1^ β-mercaptoethanol, 100 U·mL^−1^ penicillin and 100 U·mL^−1^ streptomycin. For preconditioning, O9-1 medium was incubated with mitomycin C (Adooq Bioscience) inactivated STO mouse fibroblasts (ATCC) for 24 h, sterile-filtered (Steritop, 0.22 µm) and supplemented with 1 000 units per mL, and 25 ng·mL^−1^ FGF2. The O9-1 cells were passaged every 3 days and reseeded at a density of 1:40.

### Generation of CRISPR knockout lines

*Kat5* and *Ep400* deficient O9-1 cell lines were obtained by CRISPR/Cas9-mediated genome editing. Guide sequences (see Fig. 1a, Fig. 2a) were determined using the CRISPOR online server (Version 4.99),^34^ shortened to 19 bp length and flanked with BbsI overhangs. Corresponding oligonucleotides (Supplementary Table 1) were inserted into BbsI-digested pX330-U6-Chimeric_BB-CBh-hSpCas9 (obtained from Addgene, plasmid #42230)^35^ to generate pX330-Ep400-Ex15 and px330-Kat5-Ex8. These plasmids were co-transfected with pEGFP-N1 (Clontech) into O9-1 using Lipofectamine 2000 (Thermo Fisher). After 72 h, FACSorted EGFP-positive cells were individually seeded into 96-well plates, expanded to clones and checked for Ep400 or Kat5 expression by RT-PCR, immunocytochemistry and Western blotting. In addition, genomic DNA around the targeted site was amplified by PCR (primer sequences see Supplementary Tables 1,2) and sequenced to determine a knockout score using Synthego ICE Analysis 2019, v3.0. Only clones with a score >90% were selected.

### Western blotting

Total protein lysates were generated from 80% confluent O9-1 cultures by lysis in PE-buffer (5 mol·L^−1^ urea, 10% glycerol, 0.1% SDS, 0.01 mol·L^−1^ Tris pH 6.8) with cOmplete Mini protease inhibitor (Sigma-Aldrich) and sonication. Protein concentrations were determined using the BioRad DC assay. After denaturation, 20 µg of protein were electrophoresed per lane alongside a molecular weight marker on SDS-polyacrylamide gels before blotting onto nitrocellulose membranes. Membranes were washed and blocked in 1× TBST with 5% bovine serum albumin before consecutive incubation with primary antibody (see Supplementary Table 3) and horseradish peroxidase-coupled protein A (Cymed) and detection using Clarity Western ECL Substrate (BioRad).

### Real-time PCR (RT-PCR)

Total RNA was extracted from O9-1 knockout clones at passage 2 after FACSorting and wildtype cells or from pharyngeal arches dissected from embryos at E10.5 using the RNEasy micro kit according to the manufacturer’s protocol (Quiagen). To obtain cDNA and validate expression levels, RNA was reverse-transcribed as described.^36^ PCR reactions were run on a CFX96 Touch Real-Time PCR Detection System (BioRad) with the resulting cDNAs in Power SYBR Green Mastermix (Thermo Fisher) and 125 nmol transcript-specific primers (see Supplementary Table 2). Ct values were determined using Bio-Rad CFX manager software and used to calculate fold changes by the ΔΔCt method.

### Chromatin immunoprecipitation

O9-1 cells and knockout clones were treated at room temperature with 1% paraformaldehyde, lysed and used to prepare chromatin. Cross-linked chromatin was subsequently sheared with a Bioruptor (Diagenode) to fragments of 150–400 bp, precleared and incubated with 2 µg rabbit anti-H2A.Z antibodies, rabbit anti-acetylated H4 antibodies or rabbit IgG (Supplementary Table 3). Following precipitation with BSA-blocked protein A sepharose beads, the precipitated chromatin underwent crosslink-reversal at 68 °C in the presence of proteinase K and RNAse. From the reaction, DNA was purified with the NucleoSpin Gel and PCR cleanup Kit (Macherey-Nagel) and used for quantitative PCR to detect gene-specific regions near the respective transcriptional start (Supplementary Table 1). All samples were processed as technical triplicates. The ΔCt method was used to calculate the enrichment obtained in the precipitate with anti-histone antibodies over IgG.

### Immunocytochemistry

O9-1 cells were cultivated on Matrigel (Corning) coated and HCl treated glass coverslips before fixation in PBS containing 4% paraformaldehyde, permeabilization with 0.5% Triton X-100, blocking in 10% fetal calf serum, consecutive incubation with primary and secondary antibodies (see Supplementary Table 3), counterstaining of the nucleus with DAPI and mounting onto slides using Mowiol 4–88 (Carl Roth).

### RNA sequencing and bioinformatic analysis

RNA of 4 biologically independent O9-1 wildtype samples as well as 3 different Kat5 and Ep400 knockout clones was used for library generation, poly-A enrichment and RNA sequencing on the NovaSeq 6000 platform with a read length of 2 × 100 bp and an output of ~30 M clusters per sample (CeGaT, Tübingen). The generated sequence data were mapped onto the *Mus musculus* reference genome mm10 and normalized read counts were generated.

Bioinformatic analysis was performed using R version 4.2.1. The Bioconductor package *DESeq2* (version 1.36.0)^37^ was applied for differential expression analysis with default parameters. To assess the similarity of the gene deregulation profile of Ep400 and Kat5 ko clones, a hypergeometric overlap approach was conducted on ranked logarithmic fold changes using R package RRHO (version 1.36.0).^22^ The R package fgsea (version 1.22.0)^38^ was used for gene set enrichment analysis using the complete gene lists preranked by logarithmic fold change with a false discovery rate (FDR) of less than 0.05. 

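The limit on the mean count can be read in several ways, and the number of DEGs was counted under each. With a mean normalized count over 100 in at least 1 of the groups, 64 genes for Kat5 and 888 for Ep400 remained. With the mean over 100 in both groups, there were 49 and 570 DEGs, and with the mean taken across all libraries of the comparison 60 and 776. Without a limit on the mean count there were 74 and 1164 DEGs.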

The requirements for deregulation were an absolute value of the logarithmic fold change of at least 1 and a group counts’ mean larger than 100. ReViGo (http://revigo.irb.hr/)^39^ was used to summarize and visualize the results. R package RRHO (version 1.36.0) was applied to rank and compare the enriched GSEA gene sets, R package pathfindR (version 1.6.4)^40^ to identify enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in the set of deregulated genes.

### Crystal violet staining

O9-1 cells were seeded in triplicates at a density of 10 000 cells per cm^2^ on Matrigel-coated dishes. One set of cells underwent fixation 2 h after seeding while a second identically seeded plate was incubated for 48 h at 37 °C, 5% CO_2_. Fixation was performed with 70% ethanol for 30 min at 4 °C. After fixation, the cells were stained for 30 min at room temperature with crystal violet staining solution, prepared by diluting 0.5% crystal violet (Carl Roth) in 20% methanol, and consecutively washed 5 times with ddH_2_O. Plates were dried overnight and the crystal violet was extracted with 0.1 mol·L^−1^ sodium citrate in 50% ethanol for 30 min at room temperature. Absorbance was measured at a wavelength of 550 nm and proliferation rates were calculated by dividing the absorbance after 48 h by the absorbance after 2 h for corresponding wells.

### Apoptosis assay

Apoptosis of O9-1 cells was determined using propidium iodide (PI) (Fluka) staining followed by flow cytometric analysis.^41^ Briefly, O9-1 cells were cultured to 70% confluency, detached, fixed with 70% ice cold ethanol for 2 h, washed two times with PBS and incubated with an extraction buffer consisting of PBS with 0.1 mol·L^−1^ Na_2_HPO_4_ and 0.05% Triton X-100 for 5 min at room temperature. After centrifugation at 400 *g* for 5 min, cells were resuspended in PBS with 20 μg·mL^−1^ PI and 0.2 mg·mL^−1^ RNAse A (Macherey-Nagel) and incubated at RT for 30 min before analysis on a FACSCalibur (Beckton Dickinson). The rate of apoptosis was determined by calculating the fraction of cells with a sub-G1 DNA content using the Flowing Software 2.51 (Turku Bioscience Centre).

### Seahorse ATP-rate assay

Metabolic profiling of O9-1 cells was performed using a Seahorse XFe Analyzer (Agilent). O9-1 cells were seeded in preconditioned medium into Seahorse XFe 96-well plates at a density of 20 000 cells per well and incubated overnight. Before the measurement, the cells were washed twice and incubated in fresh XF DMEM pH7.4 (Agilent) supplemented with 10 mmol·L^−1^ glucose (Carl Roth), 1 mmol·L^−1^ sodium pyruvate (Gibco) and 2 mmol·L^−1^ glutamic acid (Gibco) for 45 min at 37 °C without CO_2_. The cartridge was hydrated with XF Calibrant solution (Agilent) for 16 h, loaded with 75 μmol·L^−1^ oligomycin and 25 μmol·L^−1^ rotenone + antimycin A before measurement according to Agilent’s ATP-Rate assay protocol. After the measurement, the cells were washed with PBS, treated with 70% ethanol for 30 min and stained with crystal violet. The obtained cell density values were used for data normalization. Total ATP generation as well as mitochondrial and glycolytic contributions were determined using the Wave Desktop Application (Agilent) for the conducted assay.

### Protein synthesis assay

Protein synthesis was determined by measuring the incorporation of O-propargyl-puromycin (OPP) into newly synthesized proteins^42^ using the Click-it Plus OPP Alexa Fluor 647 Proteinsynthesis-Assay-Kit according to the manufacturer’s manual (Thermo Fisher). Briefly, O9-1 cells were cultured in 96-well plates until 50% confluency and a pulse of OPP was applied for 30 min. Untreated cells served as negative control, cells pre-incubated with 50 μg·mL^−1^ cycloheximide for 15 min defined baseline levels. After the incubation time, cells underwent fixation in 4% paraformaldehyde for 10 min before staining, image acquisition using a Leica DMI 6000 microscope, determination of the integral of the Alexa Fluor 647 intensity using FIJI^43^ and division by the integral of the intensity of nuclear mask blue for normalization. For quantifications, three randomly chosen images per well were analyzed.

### Generation of transgenic mice, immunohistochemical analysis and skeletal stainings

Mouse housing and experiments were in accordance with animal welfare laws and all relevant ethical regulations. They were approved by the responsible local committees and government bodies (Veterinäramt Stadt Erlangen, Regierung von Unterfranken). Mice carried floxed alleles for *Ep400*^26^ or *Kat5*^44^ in combination with a *Wnt1::Cre* transgene^45^ for neural crest-specific deletion and a *Rosa26-stopflox-YFP* allele^46^ for detection of the Cre-dependent recombination event. Genotyping was performed as described before.^26,44–46^ Mice were on a mixed C3H x C57Bl/6 J background and kept with continuous access to food and water under standard housing conditions in 12:12 h light–dark cycles. For bromodeoxyuridine (BrdU) labeling, 100 µg BrdU (Sigma, #B5002) per gram body weight were injected intraperitoneally into pregnant mice 1 h before tissue preparation. Embryos were obtained at E9.5, E10.5 and E18.5.

For immunohistochemistry, embryos were fixed in 4% paraformaldehyde for 3–4 h (E9.5 and E10.5) or 16 h (E18.5), washed with PBS, incubated for 7 days at 4 °C in PBS + 30% sucrose, embedded in tissue freezing medium (Leica) and stored at −80 °C until further use. Sections of 10 µm thickness were produced on a Leica cryotome C1900, placed on glass slides, washed, permeabilized with 0.5% Triton X-100 and incubated in blocking solution consisting of PBS with 10% fetal calf serum, 1% bovine serum albumin and 0.5% Triton X-100 for 2 h at RT. Afterwards, sections were incubated with primary antibodies in blocking buffer at 4 °C for 16 h, and then with secondary antibodies in blocking buffer for 2 h at room temperature (for antibodies see Supplementary Table 3). Sections were counterstained with DAPI and mounted with Mowiol 4-88 (Carl Roth). Image acquisition was performed with Leica DMI 6000 microscope.

For staining of cartilage and bones at E18.5, embryos were fixed in 100% ethanol, incubated at room temperature for 24 h in an alcian blue solution containing 20% acetic acid, and 80% ethanol, fixed in ethanol, and consecutively stained for 48 h in an alizarin red solution containing 1% KOH. Clearing was performed in 1% KOH.

### Statistical analysis

Results from independent animals, experiments, or separately generated samples were treated as biological replicates. Sample size was *n* ≥ 3 as common for this kind of study. Randomization was not possible. Investigators were not blinded in animal experiments. GraphPad Prism8 (GraphPad software, La Jolla, CA, USA) was used to determine statistical significance by multiple *t*-test (step-up method of Benjamini, Krieger and Yekutieli), unpaired *t*-test, one-/two-way ANOVA with Dunett’s post test or one-way ANOVA with Sidak’s post test as indicated in the respective figure legends (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001). The data met the assumptions of the chosen test. Variance between statistically compared groups was similar.

## Supplementary information

Supplemental Material

## Data Availability

All data are provided in the paper and its supplement or have been submitted to GEO under accession number GSE215109.

# Supplementary material for: The Tip60/Ep400 chromatin remodeling complex impacts basic cellular functions in cranial neural crest-derived tissue during early orofacial development
**Source:** Int J Oral Sci. 2023 Apr 6;15:16. doi: 10.1038/s41368-023-00222-7
**Supplement:** Supplementary file 1 — Supplemental Material

## **Supplemental Material**

### **The Tip60/Ep400 chromatin remodeling complex impacts basic cellular functions in cranial neural crest-derived tissue during early orofacial development**

Sebastian Gehlen-Breitbach<sup>1\*</sup>, Theresa Schmid<sup>1,2\*</sup>, Franziska Fröb<sup>1</sup>, Gabriele Rodrian<sup>2</sup>,  
Matthias Weider<sup>2</sup>, Michael Wegner<sup>1#</sup>, Lina Gözl<sup>2#</sup>

\* These authors should both be considered as co-first authors.

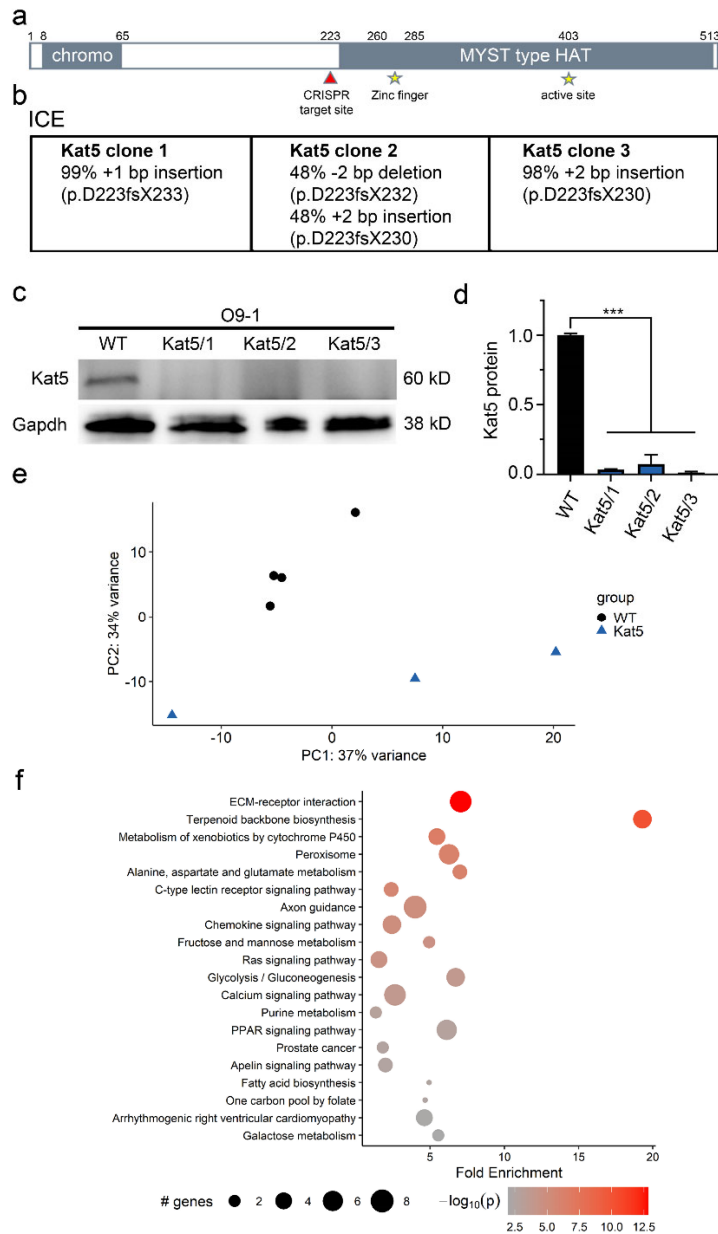

**Supplemental Figure 1: CRISPR/Cas9-dependent Kat5 inactivation in O9-1 cells.** (a) Schematic representation of the Kat5 protein, its domains (grey boxes) and structural features (asterisks) as well as the target site of the CRISPR/Cas9 editing (red arrowhead). Numbers above the bar correspond to positions of amino acid residues. Chromo, chromodomain; HAT, histone acetyltransferase domain. (b) Characterization of the CRISPR/Cas9-evoked gene editing events in Kat5 ko clones as determined by ICE. (c,d) Detection of Kat5 and Gapdh proteins in wildtype O9-1 cells (WT) and gene-edited clones by Western blotting (c) and quantification of Kat5 levels (d) relative to the amount of total protein (n=3). The size of detected proteins in kDa (left) was estimated from co-electrophoresed marker proteins. (e) PCA-plot of RNA sequencing samples from gene-edited clones (n=3) and wildtype cells (n=4). (f) KEGG clustering of genes down-regulated following Kat5 inactivation to identify gene ontology pathways and processes affected by Kat5 inactivation. Statistical significance was determined by one-way ANOVA and Dunnett's post test (\*\*\*,  $P \leq 0.001$ ).

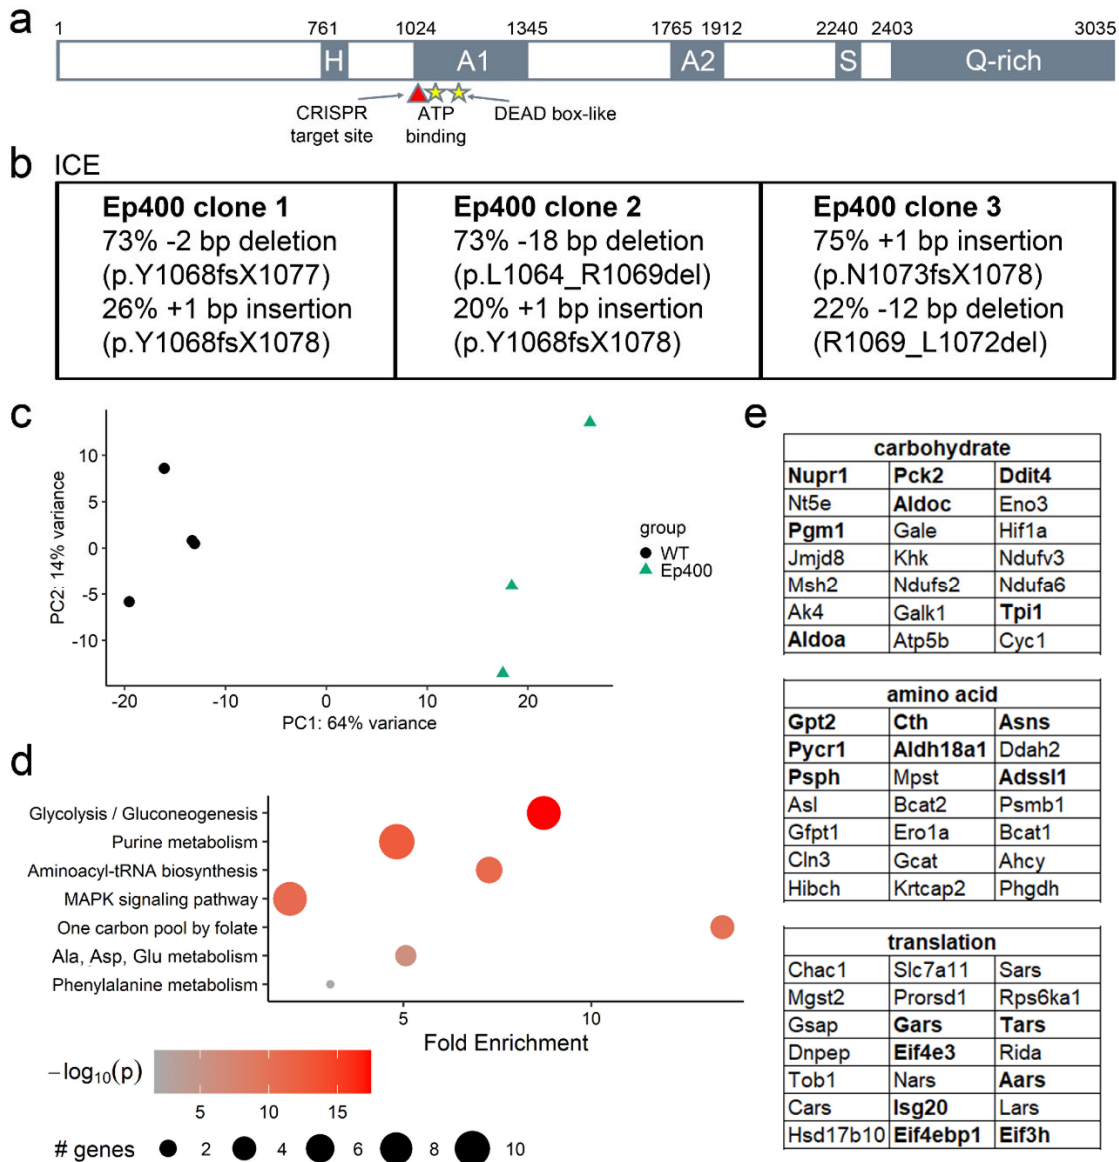

**Supplemental Figure 2: CRISPR/Cas9-dependent Ep400 inactivation in O9-1 cells. (a)** Schematic representation of the Ep400 protein, its domains (grey boxes) and structural features (asterisks) as well as the target site of the CRISPR/Cas9 editing (red arrowhead). Numbers above the bar correspond to positions of amino acid residues. H, HSA domain; A1 A2, parts of the bipartite ATPase domain; S, SANT domain; Q-rich, glutamine-rich domain. **(b)** Characterization of the CRISPR/Cas9-evoked gene editing events in Ep400 ko clones as determined by ICE. **(c)** PCA-plot of RNA sequencing samples from gene-edited clones (n=3) and wildtype cells (n=4). **(d)** KEGG clustering of genes down-regulated following Ep400 inactivation to identify gene ontology pathways and processes affected by Ep400 inactivation. **(e)** Selection of top downregulated genes shared between Ep400 and Kat5 ko clones and sorted by category (carbohydrate metabolism, amino acid metabolism, protein biosynthesis). Genes studied in validation experiments are in bold.

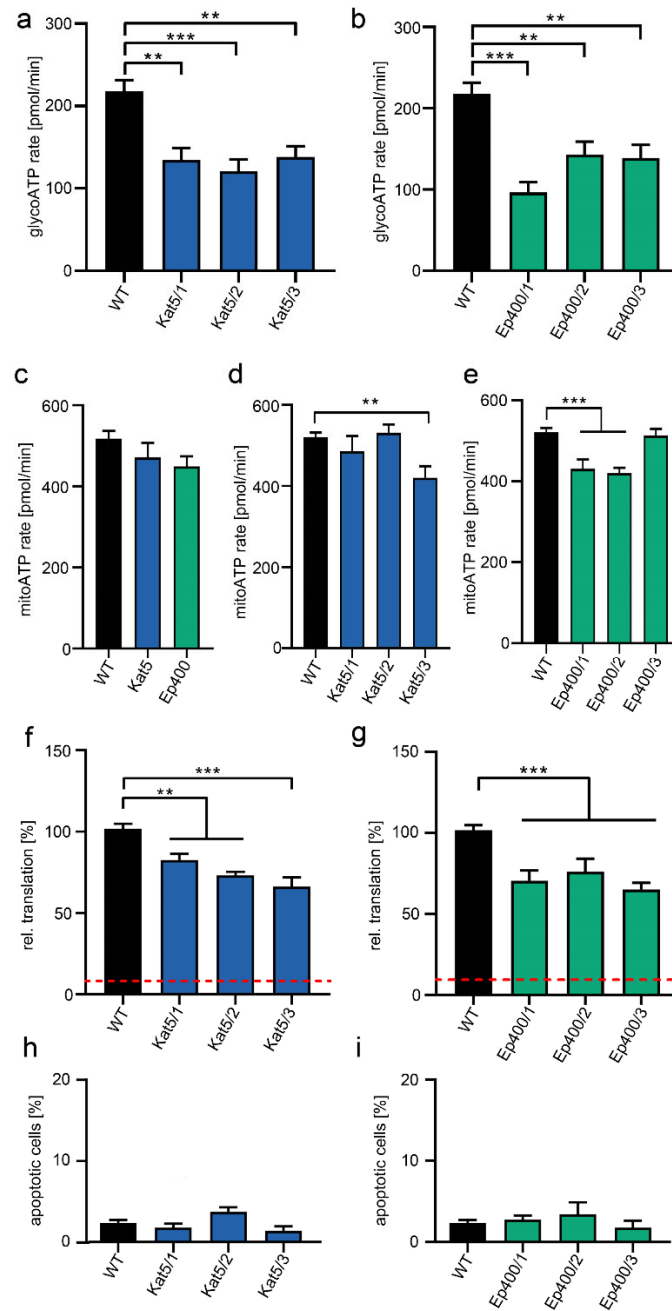

**Supplemental Figure 3: Consequences of Kat5 and Ep400 inactivation on ATP generation, translation and apoptosis in cultured O9-1 cells.** (a,b) Determination of glycolytic ATP generation rates (in pmol per minute) in single clones with Kat5 (a, blue bars) or Ep400 (b, green bars) inactivation relative to wildtype (WT, black bars) cells. (c-e) Determination of mitochondrial ATP generation rates (in pmol per minute) averaged over three clones with Kat5 or Ep400 inactivation (c), or determined in single clones (d, for Kat5 ko clones; e, for Ep400 ko clones) relative to wildtype cells. (f,g) OPP incorporation in nascent transcripts (with levels in WT cells set to 100%) in single clones with Kat5 (f) or Ep400 (g) inactivation. Red lines correspond to OPP incorporation in the presence of cycloheximide. (h,i) Percentage of cleaved caspase 3-positive cells in cultures of single clones with Kat5 (h) or Ep400 (i) inactivation relative to wildtype cells. Statistical significance was determined by one-way ANOVA and Dunnett's post test (\*,  $P \leq 0.05$ ; \*\*,  $P \leq 0.01$ ; \*\*\*,  $P \leq 0.001$ ).

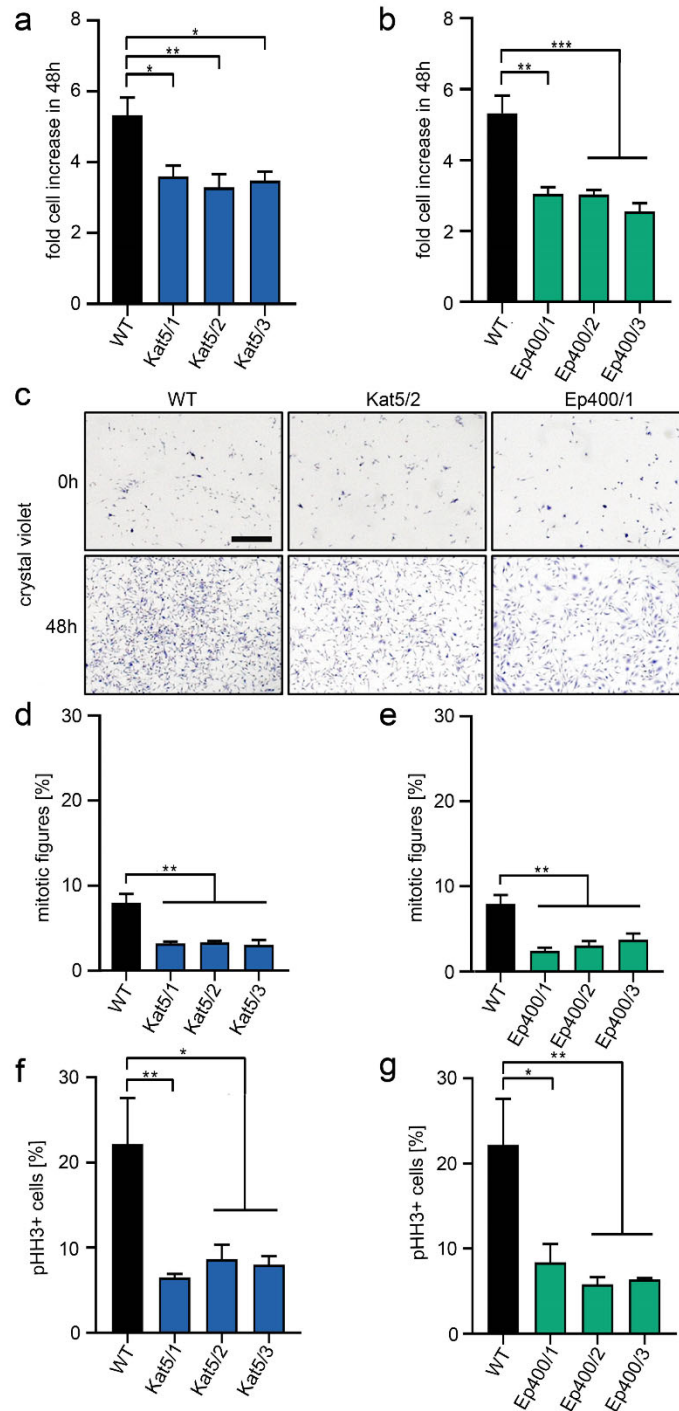

**Supplemental Figure 4: Consequences of Kat5 and Ep400 inactivation on proliferation in cultured O9-1 cells.** (a,b) Determination of 48 h proliferation rates in single clones with Kat5 (a, blue bars) or Ep400 (b, green bars) inactivation relative to wildtype (WT, black bars) cells as determined by crystal violet staining. Staining levels at 0 h were set to 1. (c) Representative images of crystal violet stainings of cultured wildtype, clone Kat5/2 and clone Ep400/1 cells at 0 h and 48 h. Scale bar: 400  $\mu$ m. (d-g) Percentage of mitotic (d,e) and phosphohistone H3-positive (f,g) cells in cultures of single clones (d,f, for Kat ko clones; e,g, for Ep400 ko clones) relative to wildtype cells. Statistical significance was determined by one-way ANOVA and Dunnett's post test (\*,  $P \leq 0.05$ ; \*\*,  $P \leq 0.01$ ; \*\*\*,  $P \leq 0.001$ ).

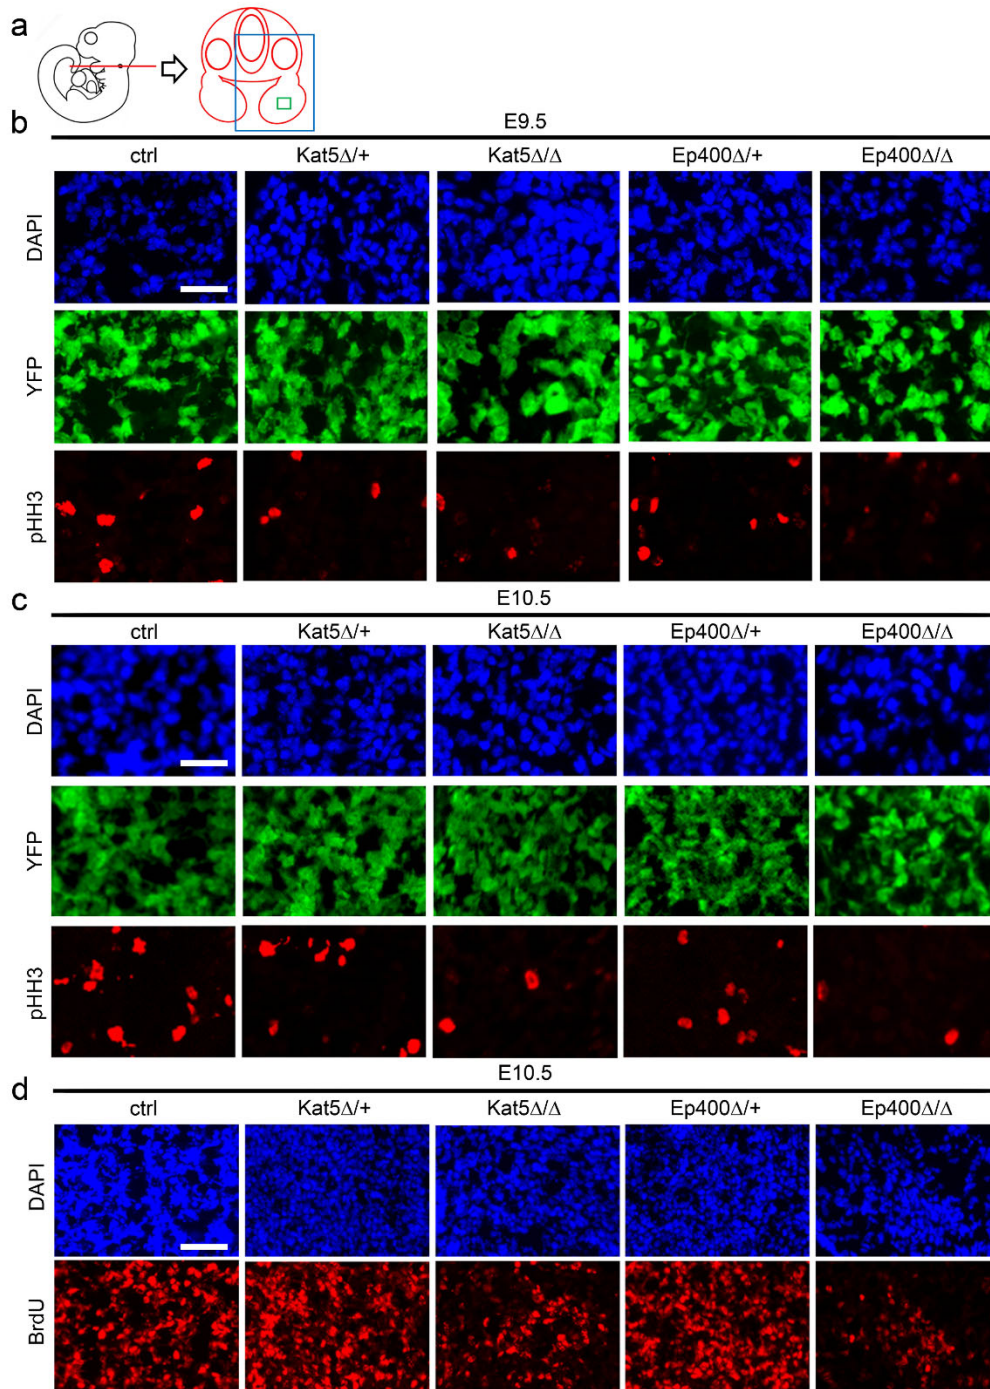

**Supplemental Figure 5: Consequences of Kat5 and Ep400 inactivation on cranial neural crest proliferation.** (a) Schematic representation of early mouse embryo and section used for analyses (red). The larger boxed area (blue) is depicted in Fig. 6c, the contained smaller area (green) in Suppl. Figs 5b-d and 6.a,b (b-d) Representative images of immunohistochemical stainings with anti-phosphohistone H3 (b,c, pHH3, red, bottom row) or anti-BrdU antibodies (d, red, bottom row) of transverse sections of the first pharyngeal arch from control (ctrl) embryos and age-matched heterozygous as well as homozygous embryos with Kat5 (Kat5 $\Delta$ /+, Kat5 $\Delta$ /Δ) or Ep400 (Ep400 $\Delta$ /+, Ep400 $\Delta$ /Δ) deletions at E9.5 (b) or E10.5 (c,d). DAPI counterstains are shown in the top row (blue), the neural crest-specific YFP autofluorescence in the middle row (green). Scale bar: 50  $\mu$ m (b,c), 100  $\mu$ m (d).

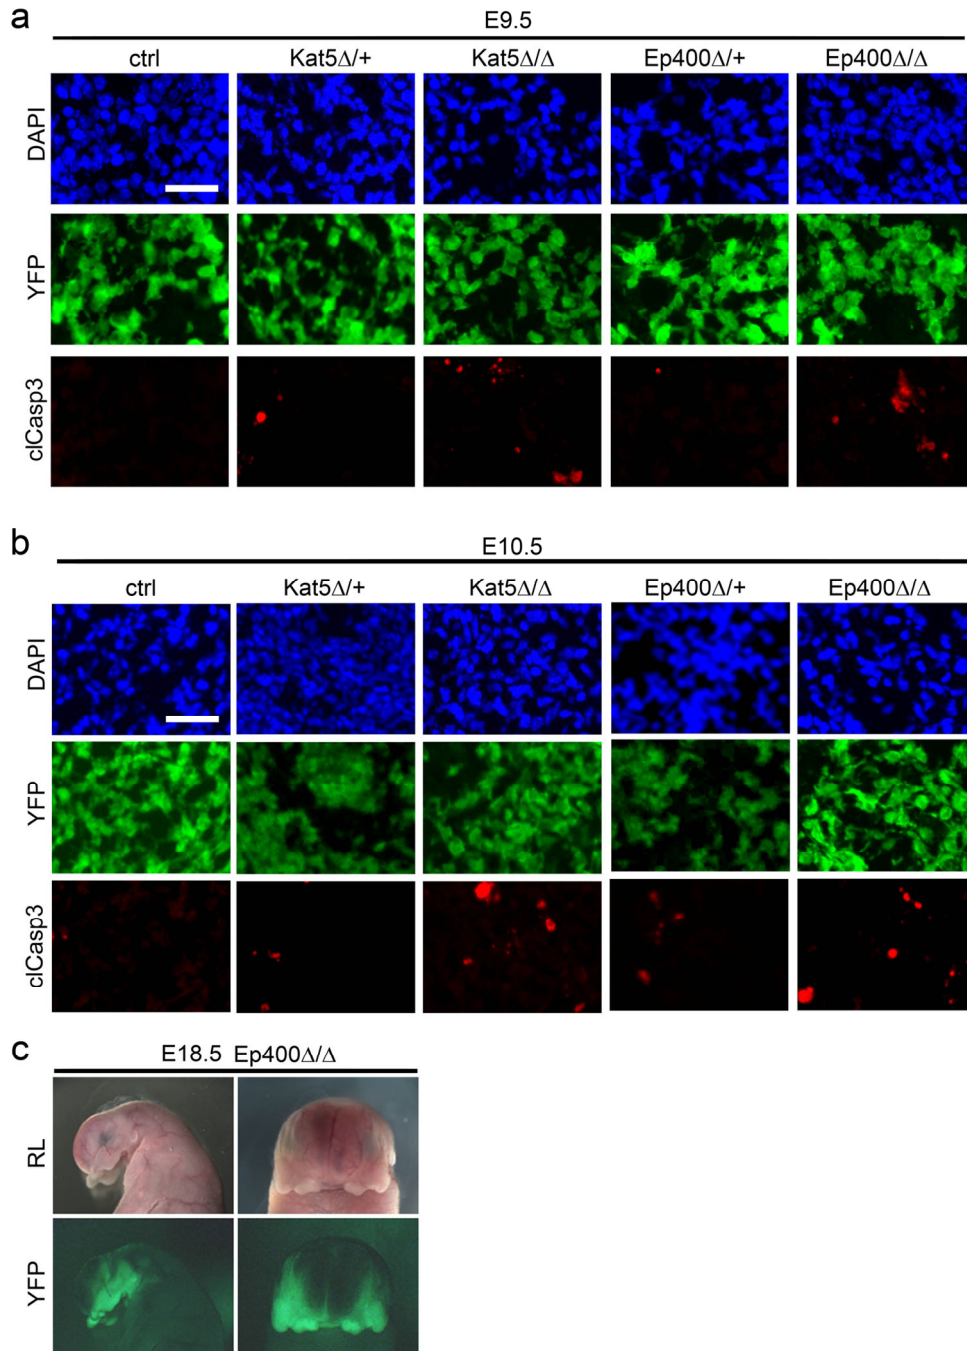

**Supplemental Figure 6: Consequences of Kat5 and Ep400 inactivation on cranial neural crest survival. (a,b)** Representative images of immunohistochemical stainings with anti-cleaved caspase 3 antibodies (red, bottom row) of transverse sections of the first pharyngeal arch from control (ctrl) embryos and age-matched heterozygous as well as homozygous embryos with Kat5 (Kat5 $\Delta$ /+, Kat5 $\Delta$ / $\Delta$ ) or Ep400 (Ep400 $\Delta$ /+, Ep400 $\Delta$ / $\Delta$ ) deletions at E9.5 (a) or E10.5 (b). DAPI counterstains are shown in the top row (blue), the neural crest-specific YFP autofluorescence in the middle row (green). Areas for presentation were as in Suppl. Fig. 5a. Scale bar: 50  $\mu$ m. **(c)** Reflected-light microscopic (RL, upper row) and YFP-autofluorescent (lower row) images of heads from homozygous embryos with Ep400 (Ep400 $\Delta$ / $\Delta$ ) deletions at E18.5 (for comparison to ctrl and Kat5 $\Delta$ / $\Delta$  embryos, see Fig. 7a).

**Supplemental Table 1: List of oligonucleotides for genome-editing (CRISPR), ICE analysis, sequencing and quantitative PCR (qPCR) of chromatin precipitates (ChIP)**

| Name         |           | Sequence                 | Application                   |
|--------------|-----------|--------------------------|-------------------------------|
| Ep400 gRNA   | sense     | CACCGCTGGTTGGCCAAGCTATAC | Ep400 CRISPR guide sequence   |
|              | antisense | AAACGTATAGCTTGGCCAACCAGC |                               |
| Kat5 gRNA    | sense     | CACCGCCGGGTGACAATGTCGTCG | Kat5 CRISPR guide sequence    |
|              | antisense | AAACCGACGACATTGTCACCCGGC |                               |
| pX330 Seq    |           | GGCCTATTTCCCATGATTCTTC   | sequencing of pX330 plasmids  |
| Ep400 ICE    | forward   | GAAGACTCTGGGAAGAATGG     | ICE Ep400 amplicon generation |
|              | reverse   | CTCCGTTCTCATTGACTCAC     |                               |
| Kat5 ICE     | forward   | CTTGCAGGAAGAAGCCAATG     | ICE Kat5 amplicon generation  |
|              | reverse   | TGACAGTGACCTCTCAGGAAAG   |                               |
| Pck2 TSS     | forward   | CTTCCCCGCCTTCCTTGTC      | ChIP qPCR of Pck2             |
|              | reverse   | CCCGGGCTATGGGTCAC        |                               |
| Aldh18a1 TSS | forward   | TGAGGGAGACGGTCTTTGTTG    | ChIP qPCR of Aldh18a1         |
|              | reverse   | TCGAGCACCCAGAAAGGAAC     |                               |
| Asns TSS     | forward   | CTCCGCATCCGAACTCCC       | ChIP qPCR of Asns             |
|              | reverse   | TCCAACCGGTCTTGTCAC       |                               |
| Aars TSS     | forward   | TTGTGCGCATCTGAGGGAG      | ChIP qPCR of Aars             |
|              | reverse   | CGCCGGCTCTTCTCGTAG       |                               |
| Eif4ebp1 TSS | forward   | CGGGGACTACAGCACCAC       | ChIP qPCR of Eif4ebp1         |
|              | reverse   | GCACGTGAGACTCCGGATC      |                               |
| Fasl TSS     | forward   | TGGCGTCTCTGTGCTAACTG     | ChIP qPCR of Fasl             |
|              | reverse   | CAGAGCTGCGGAAGAGCTAA     |                               |
| Gm5741 TSS   | forward   | CTGTCCCAACCCTCACCTTT     | ChIP qPCR of Gm5741           |
|              | reverse   | ATGTCTAGCAAGGTGGCCAC     |                               |

**Supplemental Table 2: List of oligonucleotides for RT-PCR**

| Name         |         | Sequence                    | RT-PCR of ..... |
|--------------|---------|-----------------------------|-----------------|
| RT-PCR Ep400 | forward | CTGGACTGGTTGGCCAAGCTA       | Ep400           |
|              | reverse | GGTCCACTCCTGTCTCTTTG        |                 |
| RT-PCR Kat5  | forward | GTCTGACCGGAGCCACGACG        | Kat5            |
|              | reverse | CAAGTGGCGTTGCAGACACTTG      |                 |
| Aldoa        | forward | AGGAGGAGTACATCAAGCGC        | Aldoa           |
|              | reverse | GCTCTGGTTAGTAGGCATGGT       |                 |
| Aldoc        | forward | TCATAGGAGGAAACAGGCTTCA      | Aldoc           |
|              | reverse | CGATTCCAATTCGAGCGATTGA      |                 |
| Ddit4        | forward | TGGGGTGGGTGTTAGGATCA        | Ddit4           |
|              | reverse | AGCCCCCTCTCCTCACAGTT        |                 |
| Nupr1        | forward | AAGTGAGGTTCTGGAGAGGG        | Nupr1           |
|              | reverse | AGTTCTTTTGGGGGCTGTCT        |                 |
| Pck2         | forward | TCCAAACTCACTGTGCAGCT        | Pck2            |
|              | reverse | TGAAATGCAAATGGTACTCTGACA    |                 |
| Pgm1         | forward | CTGCACCTGTGTCTGTTCTCT       | Pgm1            |
|              | reverse | GGAGATGGCCTTGTTGCTGA        |                 |
| Tpi1         | forward | ATAAACACCTGGGCCTGAGC        | Tpi1            |
|              | reverse | TGAGATGTATTGTCACAACCTGT     |                 |
| Adssl1       | forward | GCTTGAAATTGTTGAGCCCTACA     | Adssl1          |
|              | reverse | ACATGGCTCCAACCTGAACACA      |                 |
| Aldh18a1     | forward | GTTGGAATCTGAGCATCACGC       | Aldh18a1        |
|              | reverse | CTTGTCTCTGGAGGTCGAGAA       |                 |
| Asns         | forward | CCTGGTTCAGATTTTGCAGGA       | Asns            |
|              | reverse | CTGGGTAATGGCGTTCAAAGA       |                 |
| Cth          | forward | CCCTTAAGAACTGTCTTCTGTTTATCT | Cth             |
|              | reverse | AGACAACATGATCCCCAAAACAGA    |                 |
| Gpt2         | forward | ACTGGGATTGTGCCACCATT        | Gpt2            |
|              | reverse | AACCCAACCCATCGCTTCTC        |                 |
| Psph         | forward | GCAATGTGATCAGGCAGCAG        | Psph            |
|              | reverse | CCAGGAGCCTAACTGTGTGG        |                 |
| Pycr1        | forward | ATAGCTTGCCAGGGAGATG         | Pycr1           |
|              | reverse | TGGCTCTTGAATCTGCCCAT        |                 |
| Aars         | forward | TGAGCCCATTATGTCAGCA         | Aars            |
|              | reverse | TCCTCTGCAGACCTAAAGCC        |                 |
| Eif3h        | forward | ACTGCCAGAACATCAAGGAGT       | Eif3h           |
|              | reverse | ACAGTCTGTCTACTCAACGCC       |                 |
| Eif4e3       | forward | TCTGACAGATTAGCACAAAGGA      | Eif4e3          |
|              | reverse | ACATACACGCAAAATTTGAACATGT   |                 |
| Eif4ebp1     | forward | TAGGCTGGGTACCTGGGAA         | Eif4ebp1        |
|              | reverse | TCATGTCGTCATTTGAGTGGA       |                 |
| Gars         | forward | AGAGACTGGCAAGAAGGAGAC       | Gars            |
|              | reverse | GGGAGTAAAACCAAGCAGCC        |                 |
| Isg20        | forward | CTCTGTGGAAGATGCCAGGG        | Isg20           |
|              | reverse | AGAACTTGAGGAGTGGCAGC        |                 |
| Tars         | forward | AGACCTTGACACCGGGAAG         | Tars            |
|              | reverse | GGTTCTCTTAACCCCCATCTACA     |                 |

**Supplemental Table 3: Antibodies for immunohistochemistry (IHC), immunocytochemistry (ICC), chromatin immunoprecipitation (ChIP) and Western blotting (WB)**

| Antibody                     | Application | Dilution  | Source                                   |
|------------------------------|-------------|-----------|------------------------------------------|
| rabbit anti-Ep400            | ICC         | 1:2500    | Elsesser et al. 2019<br>(PMID: 32266943) |
|                              | IHC         | 1:1000    |                                          |
| rabbit anti-Kat5             | WB          | 1:1000    | Proteintech                              |
|                              | ICC         | 1:1000    |                                          |
| rabbit anti-pHH3             | ICC         | 1:2500    | Upstate Biotechnology                    |
|                              | IHC         | 1:1000    |                                          |
| rabbit anti-cleaved Caspase3 | IHC         | 1:200     | Cell Signaling                           |
| rabbit anti-Sp7              | IHC         | 1:500     | Abcam                                    |
| rabbit anti-H4K5,8,12,16ac   | ChIP        | 2 µg/ChIP | Diagenode                                |
| rabbit anti-H2A.Z            | ChIP        | 2 µg/ChIP | Diagenode                                |
| rabbit IgG                   | ChIP        | 2 µg/ChIP | Sigma-Aldrich                            |
| guinea pig anti-Sox6         | IHC         | 1:1000    | Stolt et al. 2006<br>(PMID: 17084361)    |
| chicken anti-GFP             | IHC         | 1:5000    | Aves Labs                                |
| rat anti-BrdU                | IHC         | 1:20      | Abcam                                    |
| donkey anti-rabbit-Cy3       | ICC         | 1:500     | Jackson<br>ImmunoResearch                |
|                              | IHC         | 1:200     |                                          |
| donkey anti-rat-Cy3          | IHC         | 1:200     | Jackson<br>ImmunoResearch                |
| donkey anti-chicken-Alexa488 | IHC         | 1:1000    | Jackson<br>ImmunoResearch                |

How the deposited data were processed for this re-analysis (not part of the article)

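Gene counts from RNA of 10 libraries were examined: 4 independent wildtype samples of O9-1 cells, 3 Kat5 ko clones and 3 Ep400 ko clones. According to the methods, the authors prepared poly-A libraries, sequenced paired reads on an Illumina NovaSeq instrument and mapped them to mm10. The deposited raw counts are whole read counts per gene that the authors made from these reads, and the aligner, the counting program and the annotation are not stated. The deposited signal values in the normalized tables are, as deposited by the authors, raw counts divided by a size factor per library. The factors equalled those of DESeq2 computed within each comparison, with a ratio of 1. Genes with a mean count under 2 were not in these tables, nor were 267 (Kat5) and 270 (Ep400) further genes, for reasons that are not stated. The data for ChIP, metabolic measurements and embryos were not part of the deposited files and were not examined.

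Samples were grouped by their labels. The choices of the model, the thresholds and most alternatives were made before the data were examined. Replicate numbers do not pair libraries between groups, with correlations of residuals of −0.171 to 0.201 across pairs, and the replicate block is therefore an alternative only. Replicate libraries differed by more than sampling noise (chi-square per degree of freedom 28.1 to 258), and none were summed. Counts on genes ranged from 30968945 to 48301792 per library, mitochondrial genes took 0.893% to 3.24% of them and the 20 most abundant genes 7.15% to 10.8%. The biological coefficient of variation was 0.342 for Kat5, 0.325 for Ep400 and 0.409 between the knockouts.

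Computation used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0. For each comparison (Kat5 against wildtype, Ep400 against wildtype, and Ep400 against Kat5), genes were filtered with filterByExpr, normalized by TMM and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. DEGs had an absolute log2-fold change of at least 1, an adjusted p of at most 0.05 and a mean normalized count over 100 in at least 1 group. Where all libraries of a group had at most 3 counts, the fold was computed against 3 counts and is a lower bound. Gene sets were tested with camera at a preset correlation of 0.01, and also with fry, with camera at an estimated correlation and with fgsea. Sets with fewer than 3 tested genes were left out, which removed 1 of 18 Reactome pathways that correspond to terms of the paper. The GO and KEGG sets were not available, and lists by process were written from general knowledge. The rank–rank overlap was computed from its definition. Coordinates are those of GENCODE M21 on GRCm38, which is the build mm10.

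The procedure was tested on simulated data with 200 changed genes (absolute log2 change 2) among 13236. edgeR recovered 181 of them with 11 false calls, and made 0 calls on data without change. DESeq2 recovered 195 with 38 false calls, and made 10 calls without change. In the 25 simulations of unchanged groups used for the rank–rank overlap, 0 to 7 DEGs were called for Kat5 and 0 to 4 for Ep400. The median was 0 for both. Each gene was drawn independently, so that genes moving together within a library were not simulated.

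Alternatives covered DESeq2 and limma, unadjusted p, other limits on the mean, other filters and normalizations, a single fit of all libraries, a replicate block, each library left out in turn, and wildtype libraries divided between the comparisons. Added after values had been seen were the genes of the deposited normalized tables, with edgeR or DESeq2, and offsets for GC content and for chromosomes. Chromosome medians were taken over 10187 genes, as the median log2 difference of a library from the wildtype mean.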

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

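The limit of 0.25 for chromosome shifts and the tests on chromosomes, matched lists and normalization were chosen after the values had been seen.

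Among the 4 wildtype libraries, 4 of 42 groups of values had a library that lay apart from the others, where 2.1 would be expected by chance. These were wildtype library 3 on chromosome 16 (median log2 difference −0.42), on chromosome 2 (−0.079) and in the level of imprinted genes (−0.73), and wildtype library 4 on chromosome 7 (−0.093). On chromosome 16, 88.5% of 331 genes were lower, and the difference was −0.38 after a curve on GC content was taken out. The shift of chromosome 16 is among those for which loss or gain of a chromosome is considered below. For the other values no biological explanation was tested.

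Chromosome medians of single clones were shifted by at least 0.25 in 13 of 120 pairs of clone and chromosome, against 1 of 80 in wildtype libraries. The shifts were 0.27 (chromosome 19) and −0.39 (X) in Ep400/1, −0.34 (17) and 0.25 (19) in Ep400/2, and −0.29 (11) in Ep400/3. In Kat5/1 they were −0.27 (1), −0.27 (12), −0.35 (15) and 0.34 (18), and in Kat5/3 0.27 (15), −0.32 (17), 0.28 (18) and −0.28 (19). GC content is argued against as the whole cause, since 11 of the 14 shifts, wildtype included, stayed at 0.25 or more after its curve was taken out. In all 14, all 5 equal parts of the chromosome moved in the same direction. Loss or gain of a chromosome in part or all of the cells is a candidate explanation, as a hypothesis found and tested on the same data. Loss of 1 of 4 copies would give −0.42, and gain on 4 copies 0.32. Of 807 genes that changed in a single clone, 92 lay on shifted chromosomes, so that most lay elsewhere. After chromosome medians were taken out, 665 of the 807 still changed. These genes had to differ by at least 1 on the log2 scale, and the shifts of clones were at most 0.39. Most would therefore have stayed whatever the cause, and the 665 do not test it. With an offset per chromosome, 45 of the 64 Kat5 DEGs and 782 of the 888 Ep400 DEGs were called again.

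Of the 36 sets that do not come from the paper, 21 differed directly between the knockouts (adjusted p of at most 0.05 from camera at the preset correlation). In camera with the correlation estimated from the data, 0 of all 46 sets did. Of the 21 sets, the 15 given here also either changed in opposite directions against wildtype cells or were past the threshold in fry. Lower in the Ep400 than in the Kat5 ko clones, with the median log2-fold change, were HIF target genes (−0.63), glycolytic enzymes (−0.98), Glycolysis (−0.70), translation initiation factors (−0.58), ribosome biogenesis factors (−1.16), splicing factors (−0.58), mRNA Splicing (−0.54), Transport of Mature Transcript to Cytoplasm (−0.52), DNA replication genes (−0.73), DNA Replication (−0.53), mitosis genes (−0.64), Cell Cycle, Mitotic (−0.47), Chromatin organization (−0.25) and Telomere Maintenance (−0.46). Neural crest genes were higher (1.07). In fry, 4 of the 15 were past the threshold (HIF target genes, glycolytic enzymes, Glycolysis and neural crest genes). In the other 11, which were higher in the Kat5 and lower in the Ep400 ko clones than in wildtype cells, the adjusted p from fry was between 0.0826 and 0.212. Single clones moved the size of these differences: the DNA replication genes had mean levels of 0.0033, 0.56 and 0.41 in clones Kat5/1 to Kat5/3 and 0.11, −0.26 and −1.18 in Ep400/1 to Ep400/3. Without clone Ep400/3, the direct difference was −0.47 for DNA replication, −0.40 for mitosis and −0.22 for Telomere Maintenance, which was −0.74 without clone Ep400/1. Of the 11 sets, 7 were followed with 1 clone left out at a time, and these stayed past the threshold in camera in all 6 fits, with −1.43 to −0.97 for ribosome biogenesis factors, −0.70 to −0.44 for splicing factors, −0.70 to −0.39 for Transport of Mature Transcript to Cytoplasm and −0.30 to −0.22 for Chromatin organization. The opposite directions against wildtype cells were less stable. For Ep400, 5 of these 7 sets were no longer past the threshold in camera without clone Ep400/3, with medians of −0.099 for DNA replication (−0.34 with all clones), −0.049 for splicing factors (−0.18), −0.14 for Transport of Mature Transcript to Cytoplasm (−0.24), −0.075 for Telomere Maintenance (−0.28) and −0.083 for Chromatin organization (−0.11), while ribosome biogenesis factors (−0.22, −0.46 with all clones) and mitosis genes (−0.22, −0.39) stayed past it. The mean levels of ribosome biogenesis factors and mitosis genes in clone Ep400/1 (−0.072 and −0.055) lay inside the wildtype ranges (−0.089 to 0.083 and −0.061 to 0.075). In fry against wildtype cells, 0 of the 11 sets were past the threshold for Ep400 and 1 for Kat5 (mitosis genes). For Kat5, Telomere Maintenance (0.13) was 0.0015 and Chromatin organization (0.10) 0.055 without clone Kat5/2, both no longer past the threshold in camera. Without single wildtype libraries, the call was also lost for Telomere Maintenance in Kat5 (libraries 3 and 4, 0.13 and 0.14) and for Chromatin organization in Kat5 (library 2, 0.089) and in Ep400 (library 3, −0.10).

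For the ribosome biogenesis factors, 0 of 10000 random lists matched on expression and GC content had a median as far from 0, and with library size only the difference was −1.03. For the glycolytic enzymes 0 of 10000 matched lists did. In the same direct comparison, 6 matched lists did for splicing factors and 0 for mitosis genes. Against wildtype cells, 1035 did for splicing factors in the Ep400 ko clones (1 in the Kat5 ko clones). For mitosis genes, 325 did in the Kat5 ko clones (0 in the Ep400 ko clones). For the direct differences of the ribosome biogenesis factors and glycolytic enzymes, the matched lists argue against expression level and GC content as the whole cause. The value with library size only argues against normalization as the whole cause for the ribosome biogenesis factors. For the glycolytic enzymes normalization stays open. The growth state of the cultures at harvest was not recorded and stays open beside an effect of the knockouts. In its own assays, the paper found lower proliferation and protein synthesis in the clones of both knockouts. The higher RNA levels of mitosis genes and ribosome biogenesis factors in the Kat5 ko clones are therefore not a measure of faster growth. Scaling by library size alone moved the median of all genes in the direct comparison from 0.0063 to 0.14.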

How the results depend on the processing

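The alternatives with the genes of the deposited normalized tables and the offsets for GC content and chromosomes, and the 16 sets followed here, were chosen after values had been seen. Where a value moved, the cause was not tested.

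The number of Kat5 DEGs (64; 15 up, 49 down) was among the least stable results. It was 506 (134 up, 372 down) with DESeq2 and adjusted p, 678 (150, 528) with DESeq2 and no limit on the mean, 628 (166, 462) at an unadjusted p, 671 (183, 488) with DESeq2 at an unadjusted p, 178 (59, 119) without a filter on low counts, 116 (96 down) with limma, 23 (5, 18) in a single fit of all libraries and 0 (0, 0) with a replicate block, where 608 genes passed at an unadjusted p. With the genes of the deposited tables, DESeq2 gave 521 (140, 381) with adjusted p and 669 (183, 486) without. The GC offset gave 26 up. With 1 library left out at a time, it ranged from 1 (without wildtype library 1 or 4) to 885 (without clone Kat5/1), the number up from 0 to 263 and the number down from 1 to 622. It was 30 (7, 23) without wildtype library 3, 32 (18 down) without clone Kat5/2 and 4 (1, 3) without clone Kat5/3. Of the 35 splits of the 7 libraries, 1 gave as many DEGs, and the largest number among the others was 2.

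The number of Ep400 DEGs (888; 570 up, 318 down) was 1551 (1033, 518) with DESeq2 and no limit on the mean, 570 (336 up) with the mean over 100 in both groups and 158 (92, 66) with a replicate block. The number up was 857 at an unadjusted p with edgeR or DESeq2, and 856 with DESeq2 at an unadjusted p and the genes of the deposited tables. Leaving out 1 library gave 533 to 1021, with 318 to 632 up and 205 to 389 down: 533 (322, 211) without wildtype library 1, 589 (205 down) without wildtype library 2 and 534 (318 up) without wildtype library 4. As many DEGs were found in 1 of 35 splits, and at most 1 gene in the others.

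Between the knockouts, 728 DEGs became 1844 with DESeq2 and adjusted p, 2159 without a limit on the mean as well, 1973 at an unadjusted p, 2137 with DESeq2 at an unadjusted p, 1856 and 2135 with DESeq2 and the genes of the deposited tables, 1775 in a single fit and 200 with a replicate block. Without a clone, it ranged from 3 (Ep400/3) and 5 (Kat5/3) over 29 (Ep400/2), 81 (Kat5/2) and 307 (Ep400/1) to 1753 (Kat5/1). Of the 10 splits of the 6 libraries, 1 gave as many, and the largest number among the others was 0. As 1 of 10 is the smallest share these splits can give, the number and a random grouping cannot be told apart by this share alone.

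The share of Kat5 DEGs that were also Ep400 DEGs (26.6%) was 39.1% in a single fit. Leaving out 1 library gave 0% (wildtype library 1 or 4) to 50% (clone Kat5/3), with 15.1% without wildtype library 2 and 12.8% without clone Kat5/1. With the replicate block there were 0 Kat5 DEGs and no share.

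The correlation of fold changes (0.026) was reversed with at least 10 counts in every library (−0.026), with divided wildtype libraries (median −0.051), without clone Kat5/1 (−0.077) and without clone Ep400/1 (−0.068), and was 0.17 without clone Ep400/3. The rank–rank maximum for genes reduced in both (148.3) was 1030 without a filter on low counts, 61.9 with at least 10 counts in every library, 230.6 with limma, 93.4 for genes with a mean over 100, 14.5 with ranks by signed p and 87.9 with divided wildtype libraries. It was 87.7 without clone Ep400/1 and 263.2 without clone Ep400/3.

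The log2-fold change of *Kat5* in its clones (−1.40) stayed between −1.47 and −1.24 (without clone Kat5/2) with 1 library left out, and was no longer past the threshold with a replicate block (−1.39), without wildtype library 1 (−1.37) or 4 (−1.36), or without clone Kat5/3 (−1.47). The separation in the principal components was 34.9 without clone Kat5/1 and 11.8 without wildtype library 1 (Kat5, 22.3), and 50.0 without clone Ep400/2 and 38.7 without wildtype library 4 (Ep400, 43.7). With fry in place of camera, 13, 20 and 9 sets were past the threshold for Kat5, Ep400 and the direct comparison, in place of 27, 35 and 24.

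Medians near 0 changed direction. For the Kat5 ko clones, glycolytic enzymes (0.016) were −0.034 with library size only, −0.0083 with a replicate block and −0.060 to 0.043 with 1 library left out (−0.060 without wildtype library 3, −0.036 without clone Kat5/3, −0.0058 without wildtype library 4). The corresponding ranges were −0.076 to 0.039 for Metabolism of amino acids and derivatives (0.016 without wildtype library 2, 0.039 without clone Kat5/1) and −0.20 to 0.054 for aminoacyl-tRNA synthetases (0.022 without wildtype library 3, 0.054 without clone Kat5/1). They were −0.27 to 0.029 for neural crest genes (0.029 without wildtype library 3) and −0.30 to 0.00032 for HIF target genes (0.00032 without clone Kat5/2). *Ep400* in the Kat5 ko clones was −0.043 without clone Kat5/2 and 0.28 without clone Kat5/1. For the Ep400 ko clones, cholesterol biosynthesis (0.37) was −0.16 without clone Ep400/2 and 0.71 without clone Ep400/1. The immediate early genes in the direct comparison were −0.012 without clone Ep400/2 and 0.36 without clone Ep400/3.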

Differences from the paper's values

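The alternatives with the genes of the deposited normalized tables and the GC content offset were chosen after values had been seen.

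For Kat5, 64 DEGs were found against the paper's 230. DESeq2, which the paper used, gave more than the paper, with 506 (134 up, 372 down) at an adjusted p. At an unadjusted p it gave 671 (183 up, 488 down). Of the alternatives set before the data were examined, leaving out the filter on low counts came closest, with 178 DEGs (59 up, 119 down). For DEGs up, 15 were found against the paper's 37 in the text, and none of those alternatives closed the gap. Of those alternatives, limma (20) came closest to the paper's about 26 in Fig. 1e. The GC content offset, which was chosen after seeing the values, gave 26. For DEGs down, 49 were found against the paper's 193, and none of the alternatives set before the data were examined closed the gap.

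The rank–rank maximum for genes reduced in both was 148.3 as −ln p and 64.4 as −log10 p, against the paper's about 71 in Fig. 3a, for which the log base is not stated. On the log10 scale the values lay closer together. On the ln scale, at least 10 counts in every library (61.9), leaving out clone Ep400/1 (87.7), divided wildtype libraries (87.9) and genes with a mean over 100 (93.4) came closest.

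The level of the edited transcript over the whole gene was 42.3%, 29.7% and 41.9% of wildtype in clones Kat5/1, Kat5/2 and Kat5/3, against the paper's RT-PCR values of about 11%, about 5% and about 4% in Fig. 1b. It was 34.3% and 38.5% in clones Ep400/1 and Ep400/2, against the paper's about 20% and about 8% in Fig. 2b. None of the alternative normalizations set before the data were examined closed these gaps.

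The paper gives a majority of the Kat5 DEGs as shared with Ep400, while 26.6% were shared here, with 0% to 50% over 24 settings. In Fig. 3a the paper shows the strongest overlap for genes reduced in both knockouts. Here, with the main filter on low counts, it was stronger for genes reduced in the Kat5 and raised in the Ep400 ko clones (202.3 as −ln p). This opposite overlap was not computed with other filters or tools. Without the filter, the maximum for genes reduced in both was 1030, and with limma on the deposited normalized counts 230.6. The order of these overlaps stays open in those settings. The paper's numbers of up- and downregulated Ep400 DEGs do not add up to its total.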

Other observations

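The tests with divided wildtype libraries for the rank–rank overlap, and those on GC content, chromosomes and matched lists were chosen after the result was seen.

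Counts over the whole gene fell less than the RT-PCR values in 5 of the 6 clones, with a lowest level of 29.7%. The forward primers end 2 bases past the expected break for *Kat5* and 0 bases past it for *Ep400*. A primer that lies on the edited site is a candidate explanation for the gap, which clone Ep400/3 did not show.

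The fold changes of the knockouts were barely correlated, and the r lay below that of simulated unchanged groups that share the wildtype libraries rather than within it. With divided wildtype libraries the median r was −0.051, and 2 of 6 divisions gave an r above 0 (0.0079 and 0.038). Simulated unchanged groups with divided wildtype libraries gave an r of −0.020 to 0.033. The divisions with −0.112, −0.107 and −0.097 lay below this range and that with 0.038 just above it. Those with 0.0079 and −0.0040 lay within it. A correlation and an effect of shared wildtype libraries cannot be told apart, since the divisions disagree and the simulation used 1 division. For genes reduced in both, 3 of 6 divisions gave an overlap above all simulated unchanged pairs. This overlap and an effect of shared wildtype libraries cannot be told apart, since the divisions disagree and the simulation used 1 division. For genes raised in both, 6 of 6 divisions (100.9 to 144.2) lay above all simulated unchanged pairs (31.7 to 79.3). The divisions reuse the same libraries, and the simulation drew genes independently, so that its range can be too narrow. These values therefore do not decide whether shared wildtype libraries were the whole cause of that overlap. With all wildtype libraries shared, the maximum for genes raised in both (131.4) lay below all simulated unchanged pairs (184 to 279). That for genes reduced in both did as well (148.3 against 186 to 243), so that how much the shared libraries add stays open. For genes reduced in the Kat5 and raised in the Ep400 ko clones, the overlap was larger still (181.8 to 392.0).

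With the GC content offset, 60 of the 64 Kat5 DEGs and 871 of the 888 Ep400 DEGs were called again, which argues against GC content as the whole cause.

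The 50 ATF4 target genes, some of which are in the paper's lists, were lower in both knockouts (Kat5 median −0.66, adjusted p = 1.7e-11 from camera and 0.0273 from fry; Ep400 −1.10, 4.9e-12 and 0.0103). All 6 clones lay below the lowest wildtype library, by at least 0.50. The direct comparison gave −0.39 (adjusted p = 0.156 from camera). Reduced ATF4 activity may underlie the genes of amino acid metabolism, as a hypothesis found and tested on the same data. The wildtype libraries spanned 0.71, which is more than the gap of 0.50, while the means of the Kat5 and Ep400 ko clones lay 0.97 and 1.10 below the wildtype mean. Together with the adjusted p from fry, which weighs the spread between libraries, these means argue against variation between wildtype cultures as the whole cause. The nutrient state of the cultures was not recorded and stays open. All 6 clones were transfected, sorted and grown from single cells, which the paper does not describe for the wildtype samples. An effect of this handling, shared by both knockouts, stays open as well.

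HIF target genes were lower in the Ep400 ko clones (median −0.81, 32 of 36 genes, adjusted p = 3.2e-09 from camera and 0.00169 from fry), and neural crest genes were higher (0.76, 15 of 21 genes, adjusted p = 0.0073 from camera and 0.00318 from fry). The paper does not report these sets. The HIF target genes and the glycolytic enzymes share genes.

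Among 20 subunits of the complex, 1 had an adjusted p of at most 0.05 from edgeR for Kat5 (*Kat5* itself) and 7 for Ep400. In each comparison 1 subunit was a DEG. The medians were 0.15 and 8.0e-05. The 5 ChIP target genes of Fig. 3e had medians of −0.96 and −1.60, and 0 of the 2 control genes had enough counts for a test.

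Other lists gave, for Kat5 and Ep400, medians of 0.24 and −0.044 for p53 target genes, 0.075 and −0.19 for mitochondrial aminoacyl-tRNA synthetases and −0.050 and 0.093 for extracellular matrix organization, none past the threshold in camera. Imprinted genes had −0.095 and −0.50 (adjusted p = 0.0533 and 0.00882 from camera), with wildtype library 3 apart from the others. Immediate early genes had 0.31 and 0.51 (adjusted p = 0.000626 and 0.00882 from camera, 0.0194 and 0.0797 from fry), and 0.35 for Ep400 without clone Ep400/2, where they were no longer past the threshold. The 21 genes of Fig. 3d had −0.92 and −1.23. Of 4 Y-linked genes 0 had enough counts for a test, and of 3 genes of X inactivation 2 did, with medians of −0.15 and 0.014.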
